# The Differentiation and Stress Response Factor XBP-1 Drives Multiple Myeloma Pathogenesis

**DOI:** 10.1016/j.ccr.2007.02.015

**Published:** 2007-04-10

**Authors:** Daniel R. Carrasco, Kumar Sukhdeo, Marina Protopopova, Raktim Sinha, Miriam Enos, Daniel E. Carrasco, Mei Zheng, Mala Mani, Joel Henderson, Geraldine S. Pinkus, Nikhil Munshi, James Horner, Elena V. Ivanova, Alexei Protopopov, Kenneth C. Anderson, Giovanni Tonon, Ronald A. DePinho

**Keywords:** CELLCYCLE

## Abstract

Multiple myeloma (MM) evolves from a highly prevalent premalignant condition termed MGUS. The factors underlying the malignant transformation of MGUS are unknown. We report a MGUS/MM phenotype in transgenic mice with *Eμ*-directed expression of the XBP-1 spliced isoform (XBP-1s), a factor governing unfolded protein/ER stress response and plasma-cell development. Eμ-XBP-1s elicited elevated serum Ig and skin alterations. With age, *Eμ-xbp-1s* transgenics develop features diagnostic of human MM, including bone lytic lesions and subendothelial Ig deposition. Furthermore, transcriptional profiles of *Eμ-xbp-1s* lymphoid and MM cells show aberrant expression of known human MM dysregulated genes. The similarities of this model with the human disease, coupled with documented frequent XBP-1s overexpression in human MM, serve to implicate XBP-1s dysregulation in MM pathogenesis.

## SIGNIFICANCE

**The significance of this work is underscored by the presence of MGUS in 1%–10% of adults, with 1%–3% progressing to MM annually. The genesis and progression of the disease are poorly understood, and the generation of a mouse model recapitulating many aspects of MGUS and MM provides an opportunity for the systematic dissection of the biological processes underlying disease progression. In particular, this genetically engineered MM-prone model enables validation of emerging MM-relevant (epi)genetic alterations and guides development of effective therapies targeting such validated rate-limiting aberrations. This genetic study and analysis of clinical samples suggest a pathogenetic role for sustained XBP-1s expression in the neoplastic transformation of plasma cells, indicating that chronic cellular stress contributes to the development of this common neoplasm.**

## Introduction

Multiple myeloma (MM) is a multifocal plasma-cell neoplasm characterized by serum monoclonal gammopathy and focal skeletal lesions. MM is preceded by a premalignant condition, *m*onoclonal *g*ammopathy of *u*ndetermined *s*ignificance (MGUS), present in 1% of adults over the age of 25 and rising to 10% prevalence in individuals in their tenth decade. The genetic and environmental factors underlying MGUS and its progression to MM are largely unknown, although aberrant physiological responses to chronic immune stimulation are among the number of potential pathogenetic associations (Sirohi and Powles, 2006). MM remains incurable despite conventional high-dose chemotherapy and transplantation, translating into a median survival of 6 years (Bergsagel and Kuehl, 2005; Mitsiades et al., 2004).

Extensive genomic analysis has revealed a large number of genes and loci associated with the development of MGUS and MM. Prominent cytogenetic events include chromosomal translocations involving Ig loci juxtaposed to the genes *Cyclin D1*, *FGFR3*, *MMSET*, and *c-MAF*, driving their overexpression. Additional genetic events typically associated with disease progression include *Ras* and *FGFR3* activating mutations; *c-MYC* deregulation; *p16INK4A*, *p18INK4C*, *TP53*, and *PTEN* tumor suppressor gene inactivation; and chromosome 13 deletion (Bergsagel and Kuehl, 2005; Kuehl and Bergsagel, 2002). Recent genomic studies have provided evidence of many additional genetic lesions driving human MM pathogenesis (Carrasco et al., 2006). The availability of a MM mouse model would facilitate the identification and validation of these MM-relevant genes and provide a preclinical model for assessing therapeutic agents directed against such targets.

Many experimental efforts to generate mouse models of B cell neoplasms, including MM, have typically involved targeted oncogene expression in the B cell compartment by transgenic and knockin approaches, alone or together with various tumor suppressor gene mutations (Cheung et al., 2004; Park et al., 2005). These modeling strategies have generally yielded B cell malignancies displaying immature phenotypes or plasmacytomas rather than classical MM. It is worth noting that mice do possess the inherent capacity to develop a spontaneous condition similar to human MGUS and MM, as evidenced by the capacity of the C57BL/KaLwRij strain to develop a plasma-cell dyscrasia, monoclonal gammopathy, and bone lytic lesions, albeit with late onset (after 2 years), low incidence (0.5%), and a propensity of these malignant plasma cells to home to lymphoid tissues other than the bone marrow (Garrett et al., 1997). Furthermore, the intravenous transplantation of these myeloma cells into syngeneic hosts has generated a single cell-line model that generates characteristic myeloma bone disease (Garrett et al., 1997). Along the lines of disease representation, it is worth noting that human MM consists of a minimum of four molecular subtypes (Carrasco et al., 2006) and that available human MM cell lines only partially represent these disease categories (D.R.C., G.T., and R.A.D., unpublished data). Together, these observations underscore the need for the continued development of genetic and cell-line models that capture the full range of genetic and biological diversity of human MM.

Based upon the above efforts to construct MM mouse models, we hypothesized that enforced B cell lineage-directed transgene expression of factors driving plasma-cell differentiation, alone or together with classical myeloma genes, would enhance the development of a MM-like disease. XBP-1 is a basic-region leucine zipper (bZIP) transcription factor of the CREB-ATF family and a major regulator of the unfolded protein response (UPR) and plasma-cell differentiation. XBP-1-deficient embryos die in utero from severe liver hypoplasia and resultant fatal anemia. Viable chimeras derived from XBP-1 null ES cells injected into Rag2 blastocysts reveal that XBP-1-deficient B cells proliferate and form germinal centers, yet there is a profound impairment in Ig secretion and absence of plasma cells (Reimold et al., 2001). XBP-1 is subject to alternative RNA processing, generating two mRNA transcripts encoding the same N-terminal DNA binding domain, but different C-terminal transactivation domains. The shorter spliced transcript, designated XBP-1s, possesses enhanced transactivation potential and stability relative to the product of the unspliced transcript, designated XBP-1u (Iwakoshi et al., 2003b; Lee et al., 2002; Shen et al., 2001). Thus, XBP-1u has no appreciable transactivation potential and may function as a dominant negative of XBP-1s (Lee et al., 2003).

Recent studies have uncovered several functions for XBP-1 and have implicated XBP-1 overexpression in human carcinogenesis and tumor growth under hypoxic conditions. Specifically, elevated XBP-1 mRNA levels have been detected in hepatocellular carcinomas (Lee et al., 2002) and in primary ERα-positive breast tumors (Fujimoto et al., 2003; Iwakoshi et al., 2003a). With regard to MM, abundant expression of XBP-1 has been detected in human MM cells (Munshi et al., 2004) and can be induced by IL-6, a growth factor for malignant plasma cells (Wen et al., 1999). However, these studies did not provide definitive documentation of the particular XBP-1 isoform preferentially produced in human MM or provide insights into the pathophysiological relevance of these XBP-1 isoforms in MGUS and MM (Davies et al., 2003; Munshi et al., 2004).

In this study, we have explored the biological impact of sustained XBP-1s expression in the lymphoid system, anticipating that this genetic event would be a necessary component along with other MM-relevant oncogenes and tumor suppressor gene manipulations to generate a MM-prone mouse model. Unexpectedly, XBP-1s overexpression alone yielded a MGUS-MM disease bearing many features that are classic hallmarks of the human disease on the clinical, pathological, and molecular levels. These genetic observations were bolstered by an analysis of clinical samples documenting frequent XBP-1s overexpression in human MM samples relative to normal plasma cells, together implicating XBP-1s dysregulation in the genesis of this malignancy. This murine model of MGUS-MM provides a framework for understanding the molecular and biological mechanisms governing the genesis and progression of these common and enigmatic plasma-cell dyscrasias.

## Results

### XBP-1 Expression in Human Normal Plasma Cells and MM Cells

The unanticipated MM-prone condition in our mouse model (see below) and previous studies documenting increased XBP-1 expression in human MM (Davies et al., 2003; Munshi et al., 2004) prompted detailed XBP-1 expression studies in clinical samples. Tissue microarray immunohistochemical (TMA-IHC) and western blot assays were used to examine the relative levels and patterns of XBP-1 and its isoforms in normal human plasma cells, MGUS, and MM. As shown in Figure 1A, TMA-IHC analysis of bone marrow tissues derived from healthy donors and from MGUS and MM patients revealed low or undetectable XBP-1 protein expression in the plasma cells from ten healthy donors yet robust and widespread XBP-1 expression in 10/20 (50%) of MGUS and 50/70 (70%) of MM samples. Consistent with the IHC data, western blot analysis of protein extracts from 22 samples of CD138^+^ MM cells demonstrated a prominent shift toward increased XBP-1s expression in the majority of MM primary tumor samples relative to normal plasma cells (Figures 1B and 1C), a pattern also evident in MM cell lines (Figures 1C–1E). These correlative translational observations and the known capacity of XBP-1 to drive expression of MM-promoting factors such as IL-6 (Iwakoshi et al., 2003b and see below) prompts speculation that chronically increased levels of XBP-1s may contribute to the development of human MGUS and MM.

### Generation of *Eμ-xbp-1s* Transgenic Mice Expressing XBP-1s in B Cells and Plasma Cells

On the basis of XBP-1s prominence in human MM and its potent transactivation potential (Iwakoshi et al., 2003a), we generated and characterized transgenic mice engineered to express the *xbp-1s* open reading frame under the control of the immunoglobulin *V_H_* promoter and *Eμ* enhancer elements (Eμ) (Figure 2A). Nine founders were obtained for the *Eμ-xbp-1s* transgene, and Southern blot comparison of the endogenous (WT) and transgenic *xbp-1s* hybridization signals (TG) indicated transgene copy numbers ranging from approximately 1 to 15. The Southern blot shown in Figure 2B documents three of the nine founders in one representative litter derived from C57BL/6-microinjected oocytes (Figure 2B; other founder blots not shown). Two independent founder lines, S.7 and S.9, and their transgenic progeny, were propagated and used in this study.

In accord with the known capacity of Eμ regulatory elements to drive transgene expression throughout B cell development, as well as in some T cells (Kemp et al., 1980), robust *Eμ-xbp-1s* transgene expression was detected in the spleen, lymph nodes, thymus, and bone marrow of all nine founders, including S.7 and S.9 progeny, as determined by eGFP expression (Figure 2C, only S.7 shown). Analysis of purified splenic B cells using the pan-B cell marker B220 from 6-week-old *Eμ-xbp-1s* transgenic and control mice showed increased levels of the spliced *xbp-1s* transcript in the transgenic mice correlating with transgene DNA copy number (Figure 2D and data not shown). Correspondingly, western blot analysis of B220^+^ splenic B cells confirmed elevated XBP-1s protein levels (Figure 2E), and anti-XBP-1 immunofluorescence showed stronger nuclear staining in *Eμ-xbp-1s* transgenic B cells compared with nontransgenic B cell controls (Figure 2F).

Together, these assays documented increased XBP-1s protein levels in the murine B lineage, enabling an in vivo analysis of the functional impact of enforced XBP-1s expression in B cell and plasma-cell compartments. To that end, all nine founders and the S.7 and S.9 progeny were assessed clinically using histological and flow cytometric analysis of lymphoid cells. While detailed phenotypic analysis described below focused on the two independent transgenic lines, S.7 and S.9, and their progeny, the same phenotype was observed in all nine founders.

### *Eμ-xbp-1s* Transgenic Mice Show Cutaneous and Renal Pathologies Resembling Patients with Chronic Plasma-Cell Disorders

Through 20 weeks of age, *Eμ-xbp-1s* transgenic mice exhibited normal gross appearance, behavior, and weight curves. Histological surveys of the major organs, as well as flow cytometric profiles of spleens using the lymphoid cells markers CD3 and B220, did not demonstrate any abnormalities (data not shown). By approximately 40 weeks of age, *Eμ-xbp-1s* transgenic animals began to manifest phenotypic changes in the skin and kidneys. *Eμ-xbp-1s* transgenic mice exhibited an overall shortened life span resulting from severe cutaneous disease and/or myeloma (Figure 3A; see below). Sixty percent of *Eμ-xbp-1s* transgenic mice developed hair loss and skin thickening around axillary and neck regions, whereas control littermates were unaffected (Figure 3B and data not shown). This cutaneous presentation was observed in all independently derived *Eμ-xbp-1s* transgenic lines. Histological examination of the *Eμ-xbp-1s* skin revealed epidermal thickening and some degree of hyperkeratosis with follicular plugging as well as dermal fibrosis with mild lymphoplasmacytic infiltrates and vascular hyperplasia. It is notable that these pathological changes are similar to those encountered in patients with specific autoimmune conditions and a rare plasma-cell disorder, termed POEMS (for *p*olyneuropathy, *o*rganomegaly, *e*ndocrinopathy, serum *m*onoclonal protein, and *s*kin lesions) (Dispenzieri, 2005) (Figure 3B).

By 40 weeks, *Eμ-xbp-1s* transgenic mice also showed renal pathology, including tubular cast deposition (Figure 3C, white arrows) and glomerular changes characterized by mesangial widening and deposition of PAS-positive material (Figure 3C, yellow arrows). Transmission electron microscopy showed mesangial and subendothelial deposition of electron-dense material (Figure 3C, black arrows). These renal lesions are similar to the pathologic manifestations present in human MM and other plasma-cell disorders with systemic chronic Ig overproduction and accumulation of light chains (light-chain cast nephropathy), paraproteins, and other Ig fragments (Herrera et al., 2004). To assess whether these lesions were Ig deposits, immunofluorescence with antibodies specific for light- and heavy-chain Ig was performed. Nonspecific trapping of light- and heavy-chain Ig was present and consisted of either polyclonal heavy and light chains or clonal IgM or IgG heavy chain and kappa light chains (Figure 3D and data not shown). To determine whether amyloid depositions were present, a feature occasionally seen in MM patients, Congo red stains performed across several tissues and independent cell lines were negative (see Figure S1A in the Supplemental Data available with this article online) suggesting that amyloid deposition, which is observed rarely (5%–15%) in human MM patients (Kyle and Gertz, 1990), is not a feature of the *Eμ-xbp-1s* disease model.

### Altered Proliferative Potential of Splenic B Cells and Hypergammaglobulinemia in *Eμ-xbp-1s* Transgenic Mice

Serial gross, histological, and flow cytometric examination of the spleen and bone marrow of *Eμ-xbp-1s* transgenic mice showed alterations after 20–40 weeks of age. The spleens appeared slightly enlarged and showed increased plasma cells around periarterial sheaths (Figure S1B, arrows). Flow cytometric analysis showed unaltered total numbers of T cell (CD3) and B cell (B220) populations in *Eμ-xbp-1s* transgenic spleens (Figure S2A). The total number of mononuclear cells between wild-type (8.05 × 10^7^ ± 0.5) and *Eμ-xbp-1s* transgenic (7.95 × 10^7^ ± 1.5) spleens did not differ. *Eμ-xbp-1s* transgenic mice at 40 weeks of age showed a slightly enlarged population of CD23^+^ cells (49.1% ± 3.9% versus 40.2% ± 0.1%) and a reciprocal decrease in CD23^−^ cells (43.3% ± 1.5% versus 53.4% ± 1.9%). We observed a trend toward increased number of precursor and mature follicular cells T2/M cells (CD23^+^/CD21^+^/IgM^+^ cells) (34.1% ± 1.2% versus 26.4% ± 1.4%) as well as marginal zone (MZ) B cells (CD23^−^IgM^hi^CD21^+^ cells) (3% ± 0.1% versus 1% ± 0.0%) in the spleens of *Eμ-xbp-1s* transgenic mice (Figure S2B). In addition, the fraction of B220^+^ cells in the bone marrow was significantly increased in *Eμ-xbp-1s* transgenic mice with an increase in the mature IgM^+^B220^+^ B cell population (17.2% ± 1.2% versus 10.8% ± 0.2%) and a relative decrease of pro-B cells (B220^+^CD43^+^) in relation to pre-B cells (B220^low^CD43^−^) in *Eμ-xbp-1s* transgenic bone marrows (Figure S2B).

Overall, these studies reinforce the view that enforced XBP-1s expression has an impact beyond the well-established role of this transcription factor in the terminal differentiation of B cells into plasma cells (Shaffer et al., 2004).

Consistent with the above observation of expanded B cell compartment, plasma immunoglobulin levels of both IgM and IgG types by ELISA were significantly increased in *Eμ-xbp-1s* transgenic mice (Figure 4A). Serum protein electrophoresis (SPEP) revealed presence of an M spike (Figure 4A, arrow) in the majority of *Eμ-xbp-1s* transgenic mice, but not in control littermates as early as 20 weeks of age—a feature that increased in frequency and magnitude with advancing age (data not shown). Notably, these serum changes were associated in some cases with bone lytic lesions and increased numbers of plasma cells in the bone marrow that varied from 5%–30% of the total bone marrow cellularity compared with <5% for nontransgenic controls (Figures 4B and 5A; Table S1).

On the molecular level, transcriptome comparison of *Eμ-xbp-1s* and nontransgenic B cells (n = 5 mice each) by *s*ignificance *a*nalysis of *m*icroarrays (SAM) (Tusher et al., 2001) revealed 1119 genes that were differentially expressed (false discovery rate [FDR] = 1%), 808 upregulated and 311 downregulated in *Eμ-xbp-1s* B cells versus nontransgenic B cells. 

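RNA of B220-positive splenic B cells from 5 nontransgenic and 5 Eμ-xbp-1s mice at 20 weeks of age was hybridised to Affymetrix mouse arrays, with 1 array per mouse. The deposited values are intensities on a linear scale. The authors computed them with dChip as model-based expression (perfect match minus mismatch signal), after every array had been normalized to a baseline array of median brightness. The median intensity of an array ran from 70.8 to 73.0 in nontransgenic B cells (median 71.1) and from 69.0 to 73.5 in Eμ-xbp-1s B cells (median 71.9). Between 40.6% and 41.9% of the probe sets of a nontransgenic array lay above 100, and between 40.1% and 42.1% of those of an Eμ-xbp-1s array. For the test, intensities under 50 were set to 50 and probe sets above 100 on more than 20% of the arrays compared were kept, which left 20596 of 45037 probe sets. Their log2 values were compared with limma at a Benjamini-Hochberg adjusted p under 0.01. Each gene is given by its probe set with the highest mean over all 16 arrays of the series. Where most or all arrays of a group lay at or under the floor of 50, the fold change and its log2 are lower bounds in size against that floor, which move with the floor, and are written "at least". The number of arrays limits the precision: in simulated data of this size the test recovered 58% of the probe sets changed by 1 on the log2 scale and 95% of those changed by 2. Xbp1 itself, the gene whose spliced mouse cDNA the transgene carries, was at 2067 ± 250.3 (SD, n = 5) in nontransgenic and at 2603 ± 460.5 (SD, n = 5) in Eμ-xbp-1s B cells, a log2 fold change of 0.32 (standard error 0.15, adjusted p = 0.258) from limma. This probe set, the brightest of Xbp1, did not pass the test. The other tested probe sets of Xbp1 did not pass either, with log2 fold changes of 0.93 (adjusted p = 0.15), 0.31 (0.354) and 0.19 (0.768) from limma. The one with 0.93 went from a mean of 247.3 in nontransgenic to 515 in Eμ-xbp-1s B cells. Whether any of these probe sets reads the transgene's transcript is not given in the sources used here.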

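S100a8, which encodes a calcium-binding protein abundant in neutrophils, rose 26.3-fold in Eμ-xbp-1s B cells, from 246 ± 191 to 4919.9 ± 1876 (SD, n = 5 each). Thy1, a surface glycoprotein of T lymphocytes, rose 20.3-fold, from 66.2 ± 13.3 to 1339 ± 236. Igfbp4, a secreted binding protein of insulin-like growth factors, rose at least 16.7-fold, from 49.0 ± 11.1 to 913 ± 244. Siglecg, an inhibitory receptor of B cells, fell from 2471 ± 305 to 1154 ± 326, and Cd1d1, a lipid-presenting molecule that is high on marginal zone B cells, fell from 688 ± 82.1 to 354 ± 58.4. The log2 fold changes of the 3 genes that rose were 4.72 (standard error 0.57, adjusted p = 0.000256), 4.34 (standard error 0.17, adjusted p = 5.89e-08) and at least 4.06 (standard error 0.20, adjusted p = 1.77e-07) from limma. For Siglecg and Cd1d1 they were -1.14 (standard error 0.19, adjusted p = 0.00302) and -0.97 (standard error 0.15, adjusted p = 0.00185). Among the 10 named genes with the largest rises and no overlap between the groups, Cd8b1, a chain of the T cell coreceptor CD8, rose at least 12.9-fold. S100a8, Thy1 and Cd8b1 are genes of other blood cells. Their values cannot tell a change within B cells from such cells in the B220 fraction. Over all probe sets tested, 666 changed: 567 were higher in Eμ-xbp-1s B cells, of 413 named genes, and 99 were lower, of 46 named genes. Of these changes, 73.4% were larger than 1 on the log2 scale. With the replicate number as a block, 651 probe sets were higher and 159 lower. In a fit of all 3 groups of the series the counts were 199 higher and 18 lower, and the calls of S100a8 (adjusted p = 0.0507), Siglecg (0.118) and Cd1d1 (0.0396) ended. That fit takes the spread of a probe set from all 3 groups, the MM samples included, where S100a8 ran from 31.2 to 12590. Losses in it therefore need not come from the spread between B cell arrays, and their cause was not tested. Without 1 of the nontransgenic arrays 35 to 60 probe sets were lower, without Eμ-xbp-1s replicate 4 or 5 they were 54 or 62, and Siglecg did not pass without nontransgenic replicate 1, 2 or 5 or Eμ-xbp-1s replicate 4 (adjusted p up to 0.0117). Cd1d1 did not pass without replicates 1 and 2 of both groups (adjusted p = 0.0142), and the mean of the probe sets of Igfbp4 had a log2 fold change of 2.53. Of the tested probe sets, 4 of 6 of Igfbp4 and 1 of 2 of Cd1d1 passed.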

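Ccnd1, which encodes cyclin D1, a G1 cyclin that immunoglobulin translocations activate in human MM, rose 2.44-fold in Eμ-xbp-1s B cells. Its intensity was 103 ± 12.7 (SD, n = 5) in nontransgenic and 252 ± 39.1 (SD, n = 5) in Eμ-xbp-1s B cells, and all 3 of its probe sets passed the test. Maf, which encodes the transcription factor c-MAF, another translocation target of human MM, rose 3.78-fold, from 133 ± 27.9 to 512 ± 145, with 4 of its 5 tested probe sets past the test. Ccnd2, which encodes cyclin D2, was at 1016 ± 189.9 in nontransgenic and at 1622 ± 356 in Eμ-xbp-1s B cells on its brightest probe set, which did not pass, whereas 3 of its 5 tested probe sets rose. Tested with limma, the log2 fold changes were 1.28 for Ccnd1 (standard error 0.14, adjusted p = 0.000131), 1.92 for Maf (standard error 0.22, adjusted p = 0.000181) and 0.67 for Ccnd2 (standard error 0.19, adjusted p = 0.0529). Of 10 tested genes that translocations in MM activate or that follow them, 2 rose, Ccnd1 and Maf, and 8 did not pass the test (5 rose when adjusted over the list alone). The list, like the other gene lists, the alternative settings and the rule for named genes, was written before the data were examined, but it holds the cyclin D genes and Maf, which the paper chose from these arrays, and is not independent evidence. Its camera test gave adjusted p = 0.00112, and adjusted p = 0.0848 with an estimated correlation. On the same arrays Cd3d, a chain of the T cell receptor complex, rose 17.2-fold, from 68.3 ± 11.6 to 1179 ± 240.1 (adjusted p = 5.89e-08). Whether Ccnd1 and Maf rose within B cells or came with other cells of the B220 fraction was not tested. In a fit of all 3 groups the call of Ccnd1 ended (adjusted p = 0.112), and Ccnd2 passed with the mean of its probe sets (log2 fold change 1.05, adjusted p = 0.000153) and without replicates 3 to 5 of both groups (adjusted p = 0.000199).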

Among the genes selectively altered in *Eμ-xbp-1s* B cells are those with known relevance to human MM pathogenesis, such as Cyclin D1, Cyclin D2, MAF, and MAFB (Figure 6A and data not shown) (Kuehl and Bergsagel, 2002; Shaffer et al., 2004). Given the role of these genes in cell-cycle regulation, proliferative potential of wild-type and transgenic B cells were examined ex vivo. Consistent with the molecular changes, *Eμ-xbp-1s* transgenic B cells exhibited increased incorporation of thymidine relative to nontransgenic controls (Figure S2C, p = 0.002). Enhanced proliferative potential of the transgenic B cells was also observed in response to stimulation with B cell activators CD40, anti-IgM, or CD40 together with anti-IgM (data not shown).

Knowledge-based pathway analysis (Calvano et al., 2005) of the 1119 SAM-significant genes also revealed alterations in several pathways (p < 0.0001). 

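Of 20 tested T cell genes, 13 rose in Eμ-xbp-1s B cells and 7 did not pass the test (18 rose when adjusted over the list alone). Among them, Cd3g, a chain of the T cell receptor complex, rose 12.3-fold, from 63.8 ± 13.9 to 801 ± 215 (SD, n = 5 each), and Cd28, a costimulatory receptor, rose at least 8.15-fold, from 44.0 ± 6.68 to 418 ± 56.9. Of 13 NK cell genes, 9 rose and 4 did not pass (10 when adjusted over the list alone), among them Ccl5, a chemokine, from 243 ± 54.6 to 1845 ± 385. Of 16 neutrophil genes, 9 rose and 7 did not pass (12 when adjusted over the list alone), and Chil3, a chitinase-like protein of myeloid cells, rose at least 14.9-fold to 993 ± 974 (565 without replicate 5, which is at 2708 against 362 to 844 on the others). Of 27 macrophage and monocyte genes, 7 rose and 20 did not pass (15 when adjusted over the list alone), and Lyz2, a lysozyme of macrophages and granulocytes, rose 6.15-fold, from 520.3 ± 129 to 3300.3 ± 1063. Of 24 genes of mature B cells, limma called none over all probe sets, while 11 were lower when adjusted over the list alone and 22 at an unadjusted p under 0.05, with a median log2 fold change of -0.73. Of 9 genes of MHC class II, limma likewise called none, with 7 lower at an unadjusted p under 0.05 and a median of -0.57. More cells of other types in the B220 fraction would raise the T cell, NK cell, neutrophil and macrophage genes and lower the B cell genes. The values cannot tell this from a change within the B cells. Of 38 targets of XBP-1 in protein folding and secretion, limma called none, also when adjusted over the list alone, with 7 higher and 2 lower at an unadjusted p under 0.05 and a median log2 fold change of 0.09. Of 15 plasma cell genes 1 rose, Cd28, and 14 did not pass. Of 18 genes of G2 and mitosis limma called none, with 1 higher and 1 lower at an unadjusted p under 0.05. Tested as groups with camera, the lists of T cells (adjusted p = 5.98e-30), NK cells (5.07e-13), neutrophils (1.14e-13) and macrophages (7.42e-12) were higher, and those of mature B cells (1.31e-13) and MHC class II (2.51e-05) were lower. The XBP-1 targets (0.387), plasma cell genes (0.419) and mitotic genes (0.881) did not pass. With an estimated correlation the lists of T cells (adjusted p = 0.00366 with an estimated correlation) and NK cells (0.0352) passed, and those of neutrophils (0.0972), macrophages (0.0972), mature B cells (0.193) and MHC class II (0.189) did not. In a fit of all 3 groups the calls of Cd3g (adjusted p = 0.012), Ccl5 (0.0788) and Chil3 (0.0519) ended, and with the replicate block that of Klre1, 1 of the 9 NK cell genes (0.0125).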

A notable MM-relevant pathway that was prominently altered is IL-6, where the two components of the IL-6 receptor, IL-6R and gp130, show significant upregulation, along with three members of the CEBP family, CEBPA, CEBPB, and CEBPD, in addition to several downstream targets of these transcriptional factors, such as ALOX5, LITAF, MMP8, and IFITM3 (Figure S3A). 

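Both chains of the IL-6 receptor rose in Eμ-xbp-1s B cells. Il6ra, the chain that binds IL-6, rose 3.83-fold, from 65.3 ± 12.4 to 251 ± 38.8 (SD, n = 5 each), and Il6st, which encodes the signal transducer gp130, rose 4.13-fold, from 101 ± 30.2 to 406 ± 52.3. The 3 CEBP genes, which encode leucine zipper transcription factors, rose as well: Cebpa 2.18-fold to 163 ± 22.9, Cebpb 3.86-fold to 538 ± 177 and Cebpd at least 2.57-fold to 131 ± 30.0. Of the downstream genes, Litaf rose 1.89-fold, Mmp8, a collagenase of neutrophils, at least 6.49-fold to 360.3 ± 209, and Ifitm3, an interferon-inducible membrane protein, 8.99-fold to 1725 ± 442. Alox5, a lipoxygenase of leukotriene synthesis, was at 43.3 ± 14.8 and 67.6 ± 28.7, too low to be tested. Il6 was under the floor on every array of both groups.
From limma, the log2 fold changes were 1.94 for Il6ra (standard error 0.16, adjusted p = 1.19e-05), 2.05 for Il6st (standard error 0.19, adjusted p = 3.90e-05) and 3.17 for Ifitm3 (standard error 0.22, adjusted p = 2.07e-06). The adjusted p was 0.000511 for Cebpa, 0.000538 for Cebpb, 0.000142 for Cebpd, 0.00111 for Litaf and 6.04e-05 for Mmp8. All 8 tested genes of the list rose, also when adjusted over the list alone, with a camera adjusted p = 1.34e-15 (0.00366 with an estimated correlation). The paper chose this list from these arrays, so its count is not independent evidence. Beside it, S100a9, a neutrophil gene outside the list, rose 23.4-fold to 4523 ± 1697, and Lyz1, a lysozyme gene, rose 9.90-fold to 3265 ± 522. In a fit of all 3 groups the calls of Cebpa (adjusted p = 0.124), Cebpb (0.077), Litaf (0.334) and Mmp8 (0.209) ended, without replicates 1 and 2 of both groups those of Cebpa (0.012), Cebpb (0.0121) and Litaf (0.0178), and with a floor of 100 that of Cebpd (0.167), while Cebpa passed with a log2 fold change of 0.69. Of the 3 tested probe sets of Il6st 2 passed, and the remaining one had a log2 fold change of 0.26 (adjusted p = 0.586), and of Cebpb and Litaf 1 of 2 tested probe sets passed (adjusted p = 0.0275 and 0.142 for the others). The other tested probe set of Il6ra had a log2 fold change of 0.09 and their mean one of 1.02, the mean of the probe sets of Litaf did not pass (adjusted p = 0.0125), and Cebpa was lower on replicate 3 than on the other arrays in both groups. With the filter on the standard deviation over the mean, a call among the genes of this list also ended. The paper states that the IL-6 pathway was prominently altered and that this prompted the measurement of serum IL-6.

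**Figure D1:**
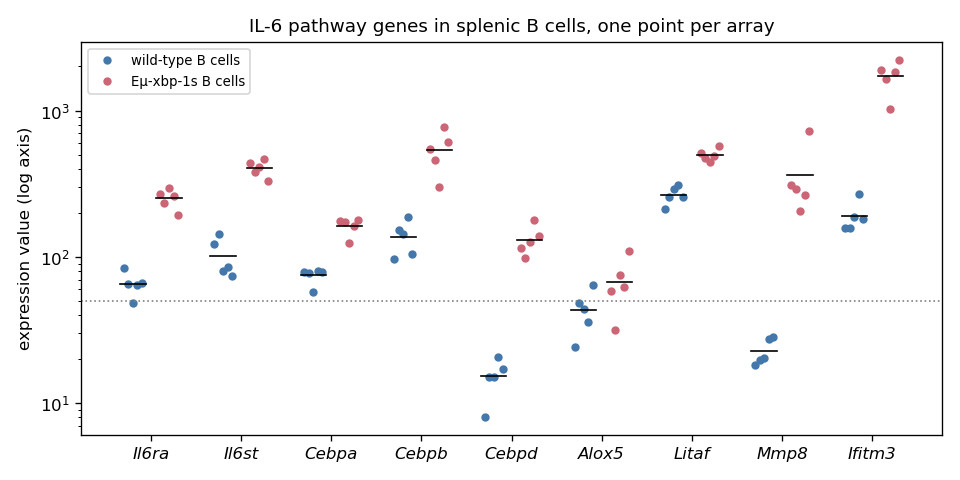
Intensity (log axis) of 9 genes of the IL-6 pathway on each array of nontransgenic and Eμ-xbp-1s B cells. Each point is 1 array, the black bar is the group mean and the dotted line is the floor of 50. The Eμ-xbp-1s arrays lie between 194 and 296 for Il6ra, above the nontransgenic arrays at 48.4 to 83.4.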

Prompted by this observation, we examined the level of serum IL-6, to determine whether a more general dysregulation of this pathway was present in these mice. Consistent with the activation of this pathway, serum IL-6 levels were increased in *Eμ-xbp-1s* transgenic mice relative to control littermates (Figure S2C, p < 0.005), while the plasma levels of other cytokines, including IL-2, IL-4, IL-5, and IL-10, were unchanged (data not shown).

Taken together, the phenotypic and molecular analyses of transgenic and nontransgenic B cells uncovered cancer-relevant biological consequences of XBP-1s overexpression, including B cell hyperproliferation and IL-6 activation, both of which are plausible mechanisms capable of driving plasma-cell transformation.

### Spontaneous MGUS and MM in Aging *Eμ-xbp-1s* Transgenic Mice

The above constellation of findings prompted detailed analysis of aging *Eμ-xbp-1s* and nontransgenic controls for evidence of MGUS and/or MM. As early as 40 weeks of age, a classical MGUS profile emerged only in the *Eμ-xbp-1s* transgenic mice. Between 11 and 20 months of age, approximately 26% (9/35) of *Eμ-xbp-1s* transgenic mice showed a clonal M spike in the serum and expanded populations of clonal plasma cells in the bone marrow (<10% of the total bone marrow mononuclear cells), without bone lytic lesions and consistent with a pattern of MGUS (Table S1; data not shown). Between 14 and 24 months of age, 26% (8/35) of *Eμ-xbp-1s* transgenic mice progressed to frank MM as defined by a clonal M spike in the serum, bone marrow consisting of >10% of clonal plasma cells, and associated bone lytic lesions on radiographic examination (Figures 4A, 4B, and 5A; Table S1; and data not shown). Clonality of the MM cells was evidenced by IHC of immunoglobulin heavy and light-chain subtype expression, as performed in the clinical laboratory (Figure 5A), and by Southern blot analysis of *IgH* gene rearrangement analysis in bone marrow plasma cells (Figure 5B). In accord with the concept of a postgerminal center cell derivation of human MM cells (Kuehl and Bergsagel, 2002), some of the *Eμ-xbp-1s* MMs showed evidence of somatic hypermutation between the body of the 3′ JH4 region of rearranged variable (V) genes (Figure 5C). Neither MGUS nor MM was detected in control littermates at any age, indicating that XBP-1s overexpression promotes the development of a condition similar to MGUS and MM. In summary, spontaneous progression from MGUS to MM in the *Eu-xbp-1s* transgenic mice clinically mirrors disease progression in the human.

To further compare this mouse model with the human disease, we performed transcriptome profiling to define the *Eμ-xbp-1s* myeloma signature. 

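RNA of 6 Eμ-xbp-1s MM samples was hybridised to the same type of array and normalized together with the B cell arrays. Their median intensity ran from 69.3 to 82.9 (median 77.8), and 39.1% to 44.7% of the probe sets of an array lay above 100. The MM samples were compared with limma in separate fits with Eμ-xbp-1s B cells, over 22194 probe sets, and with nontransgenic B cells, over 21894 probe sets. The paper's text names no sort of the tumor cells before RNA extraction. Nothing in the sources used here says that the 6 MM samples came from separate mice, so their p-values measure the spread between these samples, which may be technical. The MM samples differed from one another in markers of other blood cells. S100a8 lay between 31.2 and 416 on MM replicates 1 to 3 and between 12290 and 12590 on replicates 4 and 5, against 3627 to 8190 in Eμ-xbp-1s B cells. Alas2, the first enzyme of heme synthesis in erythroid cells, lay between 16.3 and 92.0 on replicates 1 to 3 and between 6037 and 6599 on replicates 4 and 5. Cd3d lay between 566 and 867 on replicates 1 to 3 and between 45.3 and 54.5 on replicates 4 and 5. Replicate 6 was low for all 3 genes, at 443.5 for S100a8, 28.6 for Alas2 and 33.1 for Cd3d. In simulated data, 21% of the probe sets changed by 1 on the log2 scale and 68% of those changed by 2 were recovered against Eμ-xbp-1s B cells, and 32% and 79% against nontransgenic B cells.

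**Figure D2:**
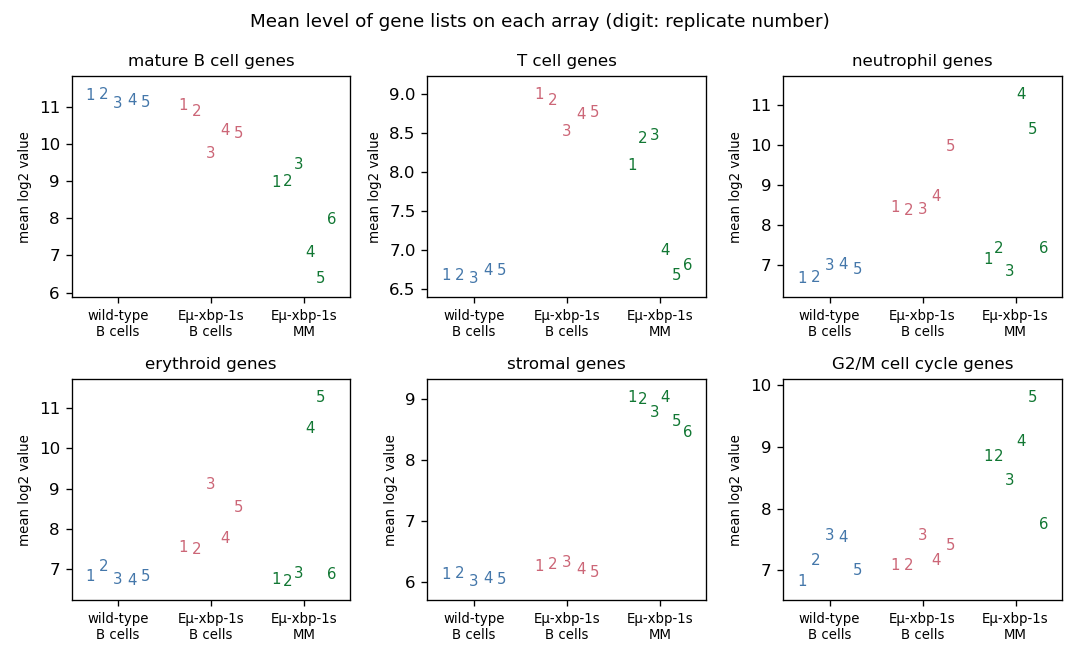
Mean log2 intensity of the genes of 6 lists (mature B cells, T cells, neutrophils, erythroid cells, stroma, and G2 and mitosis) on each array, by group. Each digit is 1 array and names its replicate. MM replicates 4 and 5 stand at 10.5 and 11.3 for the erythroid genes.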

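Bgn, which encodes the matrix proteoglycan biglycan, rose at least 50.8-fold in Eμ-xbp-1s MM over Eμ-xbp-1s B cells, from 44.2 ± 18.8 (SD, n = 5) to 3077 ± 1301 (SD, n = 6). Cxcl12, a chemokine of marrow stroma, rose 25.2-fold to 1585 ± 718, and Sparc, a matrix protein of connective tissue and bone, rose at least 23.6-fold to 1273 ± 538. Cr2, the complement receptor CD21 of mature B cells, fell from 2054 ± 700.4 to 113 ± 91.9, and Fcmr, the IgM Fc receptor, fell from 3146 ± 668 to 244 ± 209. The log2 fold changes from limma were at least 5.67 for Bgn (standard error 0.38, adjusted p = 1.26e-05), 4.65 for Cxcl12 (standard error 0.34, adjusted p = 2.23e-05), -4.38 for Cr2 (standard error 0.45, adjusted p = 0.000279) and -4.26 for Fcmr (standard error 0.63, adjusted p = 0.00193). Sparc had an adjusted p of 3.27e-06. Of 16 tested genes of stroma and bone, 7 rose and 9 did not pass the test (13 rose when adjusted over the list alone; camera adjusted p = 7.90e-16, and 0.000762 with an estimated correlation). Of 24 genes of mature B cells, 8 fell and 16 did not pass (12 fell when adjusted over the list alone). Their camera adjusted p was 1.05e-13, and adjusted p = 0.305 with an estimated correlation. Also among the 10 named genes of the largest changes without overlap were the matrix genes Dcn, Col4a1 and Col3a1, the complement inhibitor Serping1, Igfbp7, Cp and Ccl8, with log2 fold changes of 3.32 (Ccl8) to 4.28 (Dcn), against the floor for Dcn, Col3a1, Serping1 and Cp. In the other direction were Fcer2a, Fcrla, Ccr7, Slc40a1, Psca, Sbk1, Ms4a4c and Scd1, with log2 fold changes of -3.47 (Fcer2a) to -3.03 (Scd1), against the floor for Ccr7 and Psca. Over all probe sets tested, 285 were higher in Eμ-xbp-1s MM, of 213 named genes, and 423 were lower, of 284 named genes, and 91.4% of the changes were larger than 1 on the log2 scale. The higher count moved to 98 to 174 without any 1 of the Eμ-xbp-1s B cell arrays or MM replicate 1, 2 or 4 and to 470 without MM replicate 6, and the lower count to 136 to 275 without Eμ-xbp-1s B cell replicate 1, 2, 4 or 5 or MM replicate 1, 2, 4 or 5 and to 737 without MM replicate 3. In a fit of all 3 groups the counts were 789 and 1156, without MM replicates 4 and 5 the lower count was 272, without MM replicates 4 to 6 the higher count was 979, and the means of the probe sets of Bgn and Sparc had log2 fold changes of 3.68 and 2.92. Of the tested probe sets, 1 of 2 passed for Cxcl12, Dcn, Igfbp7, Fcer2a, Slc40a1 and Scd1, 2 of 3 for Sparc and Fcrla and 3 of 5 for Cp.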

Transcriptome analyses in the mouse identified 708 genes overexpressed and 1784 genes downregulated (FDR = 1%) in *Eμ-xbp-1s* MM cells relative to B cells from young neoplasm-free *Eμ-xbp-1s* mice. 

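Relative to nontransgenic B cells, Cebpd rose at least 4.80-fold in Eμ-xbp-1s MM, to 259 ± 126 (SD, n = 6), and Cebpa rose 3.88-fold, from 74.7 ± 9.67 (SD, n = 5) to 334 ± 185. Maf rose 3.38-fold to 500.2 ± 265, and Il6st, the gp130 gene, rose 3.70-fold to 421 ± 189. Ccnd1 was at 409 ± 226 and Cebpb at 749 ± 628 in Eμ-xbp-1s MM, and both did not pass the test against nontransgenic B cells. Fos, which encodes a subunit of the AP1 complex, was at 273 ± 299.7 in MM (176 without replicate 5) and at 1098 ± 490.2 in nontransgenic B cells and did not pass either, though it passed, among other settings, without MM replicate 5 (adjusted p = 0.00781) or replicates 4 and 5 (0.000998). The log2 fold changes from limma were 1.96 for Cebpa (standard error 0.37, adjusted p = 0.00349), 1.76 for Maf (standard error 0.35, adjusted p = 0.00419) and 1.89 for Il6st (standard error 0.44, adjusted p = 0.00976), with adjusted p = 8.50e-05 for Cebpd. They were 1.74 for Ccnd1 (standard error 0.42, adjusted p = 0.0115), 2.00 for Cebpb (standard error 0.56, adjusted p = 0.0252) and -2.56 for Fos (standard error 0.73, adjusted p = 0.0263). The nontransgenic arrays are the same as in the comparison with Eμ-xbp-1s B cells, so the 2 comparisons share their chance values. Without MM replicates 4 and 5, whose neutrophil and erythroid genes are high, Ccnd1 passed (log2 fold change 2.37, adjusted p = 3.83e-05) and the log2 fold change of Cebpb was 1.23; without MM replicate 6, the lowest array for Il6st, Cebpb passed (adjusted p = 0.00295). Il6st did not pass without any 1 of the nontransgenic arrays or of MM replicates 1 to 5 (adjusted p up to 0.0288), Cebpa without any 1 of the nontransgenic arrays (up to 0.0116) or with a floor of 100 (0.0147), and Maf without nontransgenic replicate 1, 3, 4 or 5 or MM replicate 4 (up to 0.0141). With a floor of 100, a call of Cebpd or Il6st ended beside that of Cebpa. A call among those of Cebpa, Cebpd and Il6st also ended with a floor of 16 and with no filter on low values. The same held with the mean of a gene's probe sets and without MM replicates 4 and 5. Of the tested probe sets, 1 of 3 of Il6st and 2 of 5 of Maf passed.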

Supporting a pathogenetic role for XBP-1s overexpression in the myeloma genesis in this model, several known MM genes that were dysregulated in premalignant *Eμ-xbp-1s* B cells exhibited similar patterns of alterations in XBP-1s MM cells, including Cyclin D1, MAF, CEBPA, CEBPB, CEBPD, IL6ST (upregulated), and FOS (downregulated). Conversely, some notable MM signature genes were found to be selectively dysregulated in *Eμ-xbp-1s* MM, but not in *Eμ-xbp-1s* B cells, in line with the need for additional spontaneously occurring cooperating events as reflected in the long latency of the MM phenotype. 

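Of 22 tested genes of G2 and mitosis, 8 rose in Eμ-xbp-1s MM over Eμ-xbp-1s B cells and 14 did not pass the test (20 rose when adjusted over the list alone). Kif11, a kinesin of the mitotic spindle, rose 5.16-fold, from 71.0 ± 21.4 (SD, n = 5) to 399 ± 188 (SD, n = 6), and Aurkb, a kinase of the chromosomal passenger complex, rose 3.83-fold, from 91.2 ± 28.2 to 356 ± 119. Of 22 genes of DNA replication, 2 rose, Gins1 and Uhrf1, and 20 did not pass (11 rose when adjusted over the list alone). Of 15 genes of hypoxia and glycolysis, 2 rose and 13 did not pass (5 when adjusted over the list alone): Bnip3, a mitochondrial protein induced by hypoxia, from 117 ± 11.7 to 311 ± 64.3, and Vegfa, the vascular growth factor, from 36.6 ± 11.7 to 148 ± 49.9. The log2 fold changes from limma were 2.37 for Kif11 (standard error 0.34, adjusted p = 0.00164), 1.94 for Aurkb (standard error 0.29, adjusted p = 0.00209), 1.40 for Bnip3 (standard error 0.18, adjusted p = 0.000986) and at least 1.47 for Vegfa (standard error 0.23, adjusted p = 0.00297). In Eμ-xbp-1s against nontransgenic B cells Kif11 had a log2 fold change of -0.32 (adjusted p = 0.554), and whether the 2 changes differ was not tested. The camera adjusted p was 7.90e-16 for G2 and mitosis, 4.05e-08 for DNA replication and 7.21e-06 for hypoxia. With an estimated correlation none of these passed (adjusted p = 0.278, 0.312 and 0.298 with an estimated correlation). The mean log2 intensity of the G2 and mitosis genes was highest on MM replicates 4 and 5, at 9.09 and 9.81. On the other MM samples it ran from 7.74 to 8.85. The erythroid and neutrophil genes are also high on replicates 4 and 5. Replicate 6 was lowest, and its mean of the DNA replication genes (8.23) lay within the Eμ-xbp-1s B cell range (8.18 to 8.36). Eng, an endothelial marker, rose in the MM samples from 44.0 ± 11.6 to 204 ± 76.1 (adjusted p = 0.000672). The call of Vegfa ended with a floor of 100 (adjusted p = 0.122) and without Eμ-xbp-1s B cell replicate 1, 2 or 4 (0.0109 each), and that of Eng with a floor of 100 (0.019). Those of Gins1 and Uhrf1 ended with a floor of 100 and without Eμ-xbp-1s B cell replicate 1, 2, 3 or 4 or MM replicate 1, and that of Uhrf1 also without Eμ-xbp-1s B cell replicate 5 or MM replicate 2, 3, 4 or 5 (adjusted p up to 0.0205 and 0.0307). Of the tested probe sets, 2 of 3 of Kif11 and 1 of 2 of Uhrf1 passed. The paper relates the genes changed in MM but not in Eμ-xbp-1s B cells to a need for additional spontaneous cooperating events, which it sees in the long latency.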

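Tnfsf13b, which encodes BAFF, a survival factor of B cells, was at 153 ± 13.5 (SD, n = 5) in Eμ-xbp-1s B cells and at 147 ± 25.4 (SD, n = 6) in Eμ-xbp-1s MM on the only probe set that could be tested. In nontransgenic B cells it was at 139 ± 17.8 (SD, n = 5). Of 2 other probe sets, too low to be tested, 1 averaged 33.4 in Eμ-xbp-1s B cells and 76.7 in MM, and the other 18.4 and 16.3. The log2 fold change from limma was -0.07 (standard error 0.16, adjusted p = 0.806) for MM against Eμ-xbp-1s B cells and 0.14 (standard error 0.13, adjusted p = 0.586) for Eμ-xbp-1s against nontransgenic B cells, both within the spread between arrays. Of the 3 tested genes of BAFF, APRIL and their receptors, limma called none between MM and Eμ-xbp-1s B cells, with 0 higher and 0 lower at an unadjusted p under 0.05. Tnfsf13, which encodes APRIL, was not analysed here.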

Among such genes selectively upregulated in the tumors were APRIL and BAFF, both of which have been found to be overexpressed in various B cell malignancies, including MM (He et al., 2004; Novak et al., 2004). However, unlike the human counterpart, the *Eμ-xbp-1s* MM transcriptome revealed evidence of prominent activation of proapoptotic tumor suppression mechanisms characterized by downregulation of the antiapoptotic genes, MCL1 and BCL2, which are typically upregulated or amplified in aggressive human MM cases (Carrasco et al., 2006; Le Gouill et al., 2004; Mitsiades et al., 2004). 

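Mcl1, which encodes an antiapoptotic protein of the BCL2 family, was at 2939 ± 500.2 (SD, n = 5) in Eμ-xbp-1s B cells and at 2545 ± 716 (SD, n = 6) in Eμ-xbp-1s MM, a log2 fold change of -0.25 (standard error 0.24, adjusted p = 0.533) from limma. Bcl2, the founding member of that family, was at 903 ± 169 and 293 ± 228 on its brightest probe set, a log2 fold change of -2.09 (standard error 0.56, adjusted p = 0.0342). Neither passed the test, but 1 of the 5 probe sets of Bcl2 fell (log2 fold change -2.44, adjusted p = 0.00266). The remaining probe sets of Bcl2 had log2 fold changes of -2.035, -0.824 and -1.118 (adjusted p = 0.0186, 0.0159 and 0.0743). The other 5 probe sets of Mcl1 were also in the lower direction without passing, 3 of them with log2 fold changes of -1.17, -1.27 and -1.28 (adjusted p = 0.0186, 0.0163 and 0.0197). Against nontransgenic B cells, at 3662 ± 285 (SD, n = 5) for Mcl1 and 586 ± 154 for Bcl2, the log2 fold changes in MM were -0.58 (adjusted p = 0.0747) and -1.45 (adjusted p = 0.0908), with 3 of 6 probe sets of Mcl1 and 2 of 5 of Bcl2 past the test as lower. Of 8 tested antiapoptotic genes of this family and its partners, limma called none between MM and Eμ-xbp-1s B cells, with 1 higher and 2 lower at an unadjusted p under 0.05. Of 16 proapoptotic genes limma called none either, with 2 higher at an unadjusted p under 0.05. The camera adjusted p was 0.795 for the antiapoptotic and 0.757 for the proapoptotic genes. These values are of RNA. The paper's western blot (Fig. 6B) shows less MCL1 and BCL2 protein and active caspase-3 in transgenic B cells and MM than in wild-type samples. Protein was not measured here. In the same samples 14 of 24 mature B cell genes fell against nontransgenic B cells, with a median log2 fold change of -3.12 (camera adjusted p = 1.62e-16, and 0.273 with an estimated correlation). Between MM and Eμ-xbp-1s B cells Bcl2 passed with the mean of its probe sets (log2 fold change -1.70, adjusted p = 0.00988) and in a fit of all 3 groups (0.00796), and between MM and nontransgenic B cells Mcl1 passed after quantile normalization (0.00907) and without MM replicates 4 to 6 (0.0038).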

Interestingly, MCL1 and BCL2 were not downregulated in hyperproliferative premalignant transgenic B cells (Figure S3B and data not shown). 

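In Eμ-xbp-1s against nontransgenic B cells, Mcl1 had a log2 fold change of -0.33 (standard error 0.14, adjusted p = 0.202) and Bcl2 one of 0.64 (standard error 0.19, adjusted p = 0.0711) from limma. Neither passed the test, and the Bcl2 intensity was higher in Eμ-xbp-1s B cells. Whether these changes differ from those in Eμ-xbp-1s MM was not tested.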

Consistent with the *Eμ-xbp-1s* gene expression pattern and in contrast to the human disease, we documented a marked increase in apoptosis and proliferation in murine MM samples relative to those in human MM samples (Figures 6B and 6C). Such observations gain added significance in light of the observation that MCL1 maps to a region of gene amplification in aggressive human MM primary tumors and prompt speculation that MCL1 and BCL2 play critical roles in the progression of human myeloma (Carrasco et al., 2006; Le Gouill et al., 2004; Mitsiades et al., 2004)—a theory that can now be tested in this genetic model system.

## Discussion

In this study, we provide genetic evidence and correlative human data supporting a role for the differentiation and unfolded protein/ER stress response factor X box binding protein-1 spliced isoform (XBP-1s) in the development of MGUS and MM. Our molecular and phenotypic analyses of the XBP-1s-driven myeloma model implicate the chronic ER stress response in MM pathogenesis.

### A Genetically Engineered Mouse Model of Human MM

In this *Eμ-xbp-1s* transgenic model, enforced XBP-1s expression in the B cell compartment enhances B cell proliferative potential and activates known MM-relevant pathways, leading to the development of MGUS and MM disease possessing many of the molecular, cellular, and clinical features of the human condition. As in other genetically engineered mouse (GEM) models of human diseases, some differences do exist between the mouse and human conditions, particularly in the levels of genome instability. In addition, human MM is predominantly of IgG isotype, but *Eμ-xbp-1s* MGUS and MM cases are either the IgG isotype (50%) or the IgM isotype (50%). Another difference is the prevalence of dermatitis and splenic plasmacytosis in the mouse that, in humans, are more commonly encountered in patients with atypical plasma-cell malignancies such as the POEMS syndrome and Castleman's disease (Dispenzieri, 2005; Shahidi et al., 1995).

At the same time, there are remarkable similarities between the disease phenotypes in mice and humans. These include progression from MGUS to MM accompanied by bone marrow involvement with clonal plasma cells, serum M spike, bone lytic lesions, and Ig deposition in the kidney, all classical defining features of human MM. Molecularly, *Eμ-xbp-1s* MM exhibited dysregulation of several signature MM genes and pathways. For example, expression alteration of genes such as Cyclin D1, gp130, and MAF parallel the dysregulation of these genes identified in human MM cells, which are variously driven by recurrent chromosomal translocations, gene amplification, and/or transcriptional mechanisms and represent essential elements in the genesis and progression of human MM (Kuehl and Bergsagel, 2002). The proliferation effect induced by IL-6 is mediated by the PI3K and MAPK pathways and through the activation of CEBPB. Given the known role of the CEBP family of transcription factors in carcinogenesis (Sebastian and Johnson, 2006), the strong overexpression of CEBPB, as well as CEBPA and CEBPD, may contribute to the strong proliferative drive of *Eμ-XBP-1s* B transgenic cells that, through the acquisition of additional genetic/epigenetic lesions, could promote the development of MGUS and MM. Additionally, CEBPB exerts an inhibitory activity toward the AP1 complex, at both the expression and transcriptional levels (Gagliardi et al., 2003), demonstrated also in a human MM cell line (Takeshita et al., 2004), that may be responsible for the low JUN and FOS levels in the *Eμ-xbp-1s* B cells. Also, in accord with human MM, *Eμ-xbp-1s* MM cells exhibit overexpression of APRIL (*a pr*oliferation-*i*nducing *l*igand). 

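Fos was at 264 ± 250.2 (SD, n = 5; 154 without replicate 5) in Eμ-xbp-1s B cells, below its nontransgenic level, with a log2 fold change of -2.22 (standard error 0.56, adjusted p = 0.0337) from limma, which did not pass the test. Jun, which encodes another subunit of AP1, was at 399.8 ± 22.7 in nontransgenic and at 364 ± 106 in Eμ-xbp-1s B cells on its brightest probe set, with a log2 fold change of -0.20 (standard error 0.22, adjusted p = 0.673), and 1 of its 2 probe sets fell (log2 fold change -2.45, adjusted p = 8.97e-05). Nontransgenic replicate 2 lay far below the other nontransgenic arrays for Fos, and Eμ-xbp-1s replicate 4 far below the other Eμ-xbp-1s arrays for Jun. Fos passed as lower without that nontransgenic array (adjusted p = 0.0054), without Eμ-xbp-1s replicate 5 (0.00678) and with either filter on variation (up to 0.00876), and the mean of the probe sets of Jun passed (0.00103). The paper's western blot (Fig. 6B) shows less c-JUN and c-FOS protein in transgenic B cells, and protein was not measured here.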

APRIL is a member of the tumor necrosis family of ligands, which also includes B lymphocyte stimulator/B cell activating factor (BlyS/BAFF, which is also upregulated in *Eμ-xbp-1s* MM cells), and these factors have been shown to serve essential prosurvival roles in normal and malignant B lymphocytes. Increased expression of APRIL or BlyS have been reported in various B cell malignancies, including MM (He et al., 2004; Novak et al., 2004).

Taken together, these cross-species multilevel comparisons, spanning from molecular to organismal levels, provide a measure of validation that the *Eμ-XBP-1s* mouse represents a relevant model of human MM, suggesting its utility in the study of pathways known or presumed to be altered in the human disease. In this regard, molecular characterization of mouse and human MM has implicated two antiapoptotic genes, MCL1 and BCL2, in MM progression. MCL1 and BCL2 are commonly amplified and overexpressed in human MM (Carrasco et al., 2006; Le Gouill et al., 2004; Spets et al., 2002); however, they were downregulated in the *Eμ-xbp-1s* tumors (Figure 6B), but not in premalignant B cells. This pattern of expression is consistent with the observed increase in apoptosis in the *Eμ-xbp-1s* mouse MM when compared to human MM samples (Figure 6D), suggesting that active proapoptotic mechanisms may be acting to constrain the MM phenotype in this model. Moreover, analysis of published data comparing the expression level of plasma cells from healthy donors, MGUS, and MM patients (Zhan et al., 2002) indeed shows that only a subset of MM samples have significantly higher MCL1 levels than healthy donors, whereas MGUS patients and normal donors present comparable MCL1 expression (Figure S3B). These observations prompt speculation that MCL1 plays an especially critical role in the progression of human MM and motivate additional genetic modeling studies in *Eμ-xbp-1s* system to formally test the role of MCL1 in MM progression.

Given the relatively long latency and low penetrance in the appearance of MGUS and MM in this model, it stands to reason that additional genetic lesions and pathway dysregulations are needed to develop MGUS and MM in the *Eμ-xbp-1s* system. Indeed, several hallmark genes and pathways linked to MM pathogenesis are altered at the premalignant B cell level, for example Cyclin D1, Cyclin D2, MAF, and MAFB, providing a proliferation impetus to precursor B cells and plasma cells. However, other genes are consistently dysregulated specifically in the transition to MM, but not in *Eμ-xbp-1s* B cells or in the nontransgenic B cells such as BAFF, APRIL, and several genes associated in MM human studies with a high degree of proliferation and poor prognosis (TOP2A, BIRC5, CCNB2, NEK2, AURKA, BUB1, CDC2, and CDCA1; data not shown), suggesting that other genetic and/or epigenetic additional lesions are needed to drive the progression into MGUS and furthermore into MM. Therefore, *Eμ-xbp-1s* transgenic mice constitute a valuable tool for in vivo testing of genetic lesions capable of inducing MGUS and full-blown MM, on the backdrop of a paraphysiological increase in plasma-cell number.

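Top2a, which encodes a DNA topoisomerase of dividing cells, rose 3.90-fold in Eμ-xbp-1s MM over Eμ-xbp-1s B cells, from 409 ± 40.7 (SD, n = 5) to 1686 ± 578 (SD, n = 6), and Cdk1 (CDC2), the mitotic cyclin-dependent kinase, rose 4.77-fold, from 219 ± 92.7 to 1068 ± 509. Ccnb2, a mitotic cyclin, reached 1064 ± 846 (4.98-fold), Aurka, a spindle kinase, 455 ± 303 (3.94-fold), Bub1, a checkpoint kinase, 272 ± 116 (3.68-fold), Nuf2 (CDCA1), a kinetochore protein, 313 ± 190.4 (4.06-fold) and Nek2, a centrosomal kinase, 253 ± 89.6 (2.85-fold). Birc5, which encodes survivin, was at 283 ± 117 in Eμ-xbp-1s B cells and at 1256 ± 984 in MM and did not pass the test (adjusted p = 0.0284), as did Mki67, the gene of the Ki-67 antigen, at 571 ± 306 and 3020.2 ± 2260.1 (adjusted p = 0.0372).
Top2a had a log2 fold change of 1.97 (standard error 0.26, adjusted p = 0.00105) and Cdk1 a log2 fold change of 2.25 (standard error 0.33, adjusted p = 0.00193) from limma. The adjusted p was 0.00689 for Ccnb2, 0.00556 for Aurka, 0.00193 for Bub1, 0.00379 for Nuf2 and 0.00266 for Nek2. So 7 of the 8 genes rose, and 8 when adjusted over the list alone. MM replicates 4 and 5, whose erythroid and neutrophil genes are high, also had the highest mean log2 intensities of the list, 9.37 and 10.3 against 8.13 to 9.13 on the others, and were the highest for Ccnb2 (1473 and 2611) and for Birc5 and Mki67. Without these 2 samples the 7 genes passed, with log2 fold changes of 1.34 (Nek2) to 1.93 (Cdk1), and that of Ccnb2 was 1.71, against 2.32 with them. The paper chose this list from these arrays, so the count is not independent evidence; the camera adjusted p was 1.56e-09, and adjusted p = 0.278 with an estimated correlation. In Eμ-xbp-1s against nontransgenic B cells the log2 fold changes were -0.12 for Top2a (adjusted p = 0.864), 0.10 for Cdk1 (0.92), 0.47 for Birc5 (0.407), 0.03 for Ccnb2 (0.979) and -0.16 for Aurka (0.776), none past the test, and whether they differ from those in MM was not tested. The calls of Ccnb2 (without any 1 of the Eμ-xbp-1s B cell arrays or MM replicate 1, 2 or 4, adjusted p up to 0.0238), Aurka (without Eμ-xbp-1s B cell replicate 1, 2, 3 or 4 or MM replicate 1, 2 or 4, up to 0.0215), Nuf2 (without Eμ-xbp-1s B cell replicate 1, 2, 4 or 5 or MM replicate 1, up to 0.015) and Nek2 (without Eμ-xbp-1s B cell replicate 1 or 4, up to 0.0114) ended, as did those of Bub1 (0.0107) and Nuf2 (0.0196) with a floor of 100 and those of Ccnb2 (0.0168) and Aurka (0.0131) with no filter on low values. In all, 3 of the 7 calls ended with a floor of 100. With SAM and the filter on the standard deviation over the mean, 1 of the 7 ended. Without MM replicate 6, Birc5 (0.0048) and Mki67 (0.00298) passed, and for Ccnb2 Eμ-xbp-1s B cell replicate 5 lay above the other Eμ-xbp-1s B cell arrays. The other tested probe set of Top2a had a log2 fold change of 0.99 and did not pass (adjusted p = 0.0627).

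**Figure D3:**
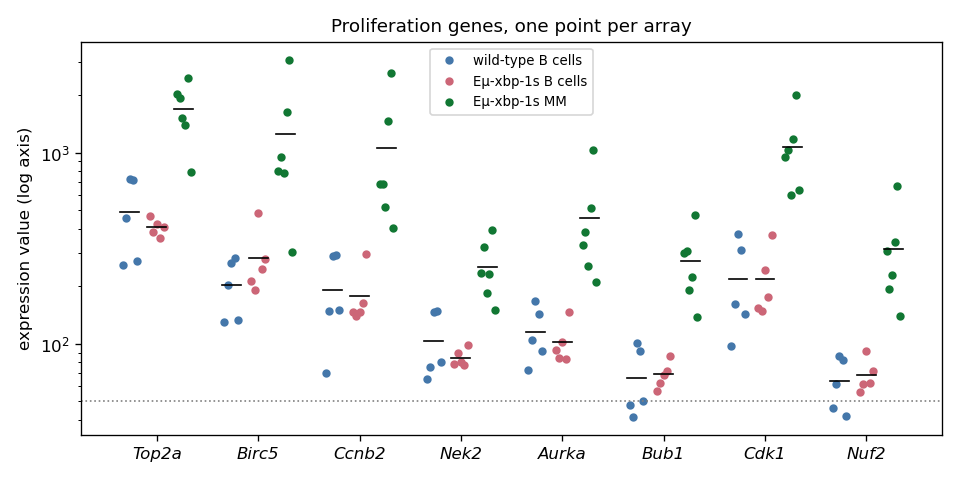
Intensity (log axis) of 8 proliferation genes on each array of nontransgenic B cells, Eμ-xbp-1s B cells and Eμ-xbp-1s MM. Each point is 1 array, the black bar is the group mean and the dotted line is the floor of 50. The mean of Cdk1 is 219 in Eμ-xbp-1s B cells and 1068 in MM.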

### Role of XBP-1s and ER Stress Response in MM Pathogenesis

In humans, the *XBP-1* gene has not been implicated in MM pathogenesis because it does not reside in a region targeted from chromosomal amplification and/or translocation in human MM tumors (Bergsagel and Kuehl, 2005; Carrasco et al., 2006). However, there is evidence that genes affecting *XBP-1* processing are subject to genetic changes, potentially leading to epigenetic dysregulation of the XBP-1 network in MM. For example, the activating transcription factor 6α (ATF6α), S1P, and S2P proteases, as well as ER transmembrane protein kinase and endoribonuclease inositol-requiring enzyme-1α (IREα), are all members of the proximal transducers of the mammalian UPR (Ma and Hendershot, 2001). Furthermore, it is known that XBP-1 activation/overexpression is a downstream target (Gass et al., 2004) of the ER stress response pathway, which is perturbed in the setting of viral infections and inflammatory responses (Li et al., 2005). This gains significance in light of the long suspected link between autoimmunity and/or inflammation with MM (Sirohi and Powles, 2006) as well as our genetic observations that sustained XBP-1s overexpression alone is capable of driving MM development, raising the intriguing possibility that this physiological stress response could have unwanted “side effects” that are of fundamental relevance to human MM pathogenesis. In particular, we speculate that the long-term survival of plasma cells and MGUS cells may require enhanced activation of XBP-1s to handle the high levels of antibody production and/or environmental stresses. In this scenario, enhanced activation of XBP-1s may lead to chronic IL-6 production and activation of other MM-relevant circuits, ultimately driving progression along the MGUS-MM continuum.

In summary, we propose *Eμ-xbp-1s* transgenic mouse as a relevant model of human MGUS and MM. Additionally, this genetic study, coupled with analysis of human samples, highlights the potential importance of XBP-1s in the pathogenesis of human MGUS and MM.

## Experimental Procedures

### Transgenic Mice

The mouse *xbp-1s* cDNA (Calfon et al., 2002) was cloned into the pBluescript II vector, which also contains a 1 kb fragment of the mouse variable chain enhancer and promoter (pEμ) and a 1.6 Kb fragment of the human β-globin gene to provide introns and the polyadenylation signal sequence. The transgene also encoded farnesylated eGFP coding sequences behind an IRES element. The transgenic encoding sequences were released from the vector by BssHII digestion and purified by zonal sucrose gradient centrifugation and microinjected into C57BL/6 oocytes. Transgene-positive mice were mated with C57BL/6 mice to generate transgenic and control littermates on the same inbred C57BL/6 background for all subsequent analyses. Screening of the transgenic founders and copy-number analysis were done using Southern blot analysis with the entire *xbp-1s* cDNA as a radiolabeled probe. Subsequent screening of transgenic mice was done by PCR analysis using a set of GFP-specific primers (5′-ACGTAAACGG CCACAAGTTC-3′ and 5′-AAGTCGTGCT TCATGTG-3′). All animal experiments were approved by and conform to the standards of the Institutional Animal Care and Use Committee at the DFCI.

### Mouse B220^+^ and Human Plasma-Cell CD138^+^ Isolation, RNA Preparation, Expression Profiling, and Reverse Transcription PCR

B220^+^ splenic B cells were isolated using magnetic microbeads from Miltenyi Biotec. Plasma cells were isolated from human bone marrow mononuclear cells from healthy donors (Cambrex BioScience) using immunomagnetic bead selection with mouse anti-human CD138 monoclonal antibodies as described (Zhan et al., 2002), except that we used LS MACS separation columns (Miltenyi Biotec) and before incubating the bone marrow mononuclear cells to CD138-coated magnetic beads, we removed contaminating histiocytes and macrophages by preloading and washing out the cells in the magnetic columns and field. Total RNA was isolated from control and transgenic B220^+^ splenic mononuclear cells or myeloma tumors using TRIzol Reagent. Affymetrix 430 2.0 arrays were hybridized at the DFCI Microarray Core Facility. CEL files were obtained using Affymetrix Microarray Suite 5.0 software. The DNA Chip Analyzer (dChip) was used to normalize all CEL files to a baseline array with overall median intensity, and the model-based expression (perfect match minus mismatch) was used to compute the expression values. The same data were also analyzed using the Ingenuity Pathways Analysis (Ingenuity Systems) software. For SAM analysis, probes were included in the analysis if they fulfilled the following criteria (Tonon et al., 2005): (1) SD > 0.3; (2) >20% of samples with expression value > 100; (3) >20% of samples with presence call.

The primers for *xbp-1s* cDNA were 5′-ACACGCTTGG GAATGGACAC-3′ and 5′-CCATGGGAAG ATGTTCTGGG-3′, which flanked the spliced region in *xbp-1s*. PCR products were analyzed on a 3% agarose gel. The Institutional Review Board of Brigham and Women's Hospital approved the human research studies, and all subjects provided written informed consent approving use of their samples for research purposes.

### X-Ray, Histopathology, and Immunohistochemistry

Bone X-ray was performed using Faxitron X-ray Specimen Radiographic System and Kodak X-OMAT-TL films. Tissues were fixed, processed, sectioned, and stained with hematoxylin-eosin (H&E) or PAS for light microscopy examination by routine methods. Spine and femurs were additionally treated for 1 hr in decalcifying solution (Fisher Scientific). Immunohistochemistry was performed according to standard procedures. The anti-mouse XBP-1 rabbit polyclonal antibody (M-186) was obtained from Santa Cruz Biotechnology. The rat anti-mouse CD45R/B220 (RA3-6B2), rat anti-mouse CD138 (281-2), and mouse anti-human/mouse Ki-67 (B56) monoclonal antibodies were obtained from BD Biosciences. The primary antibodies were visualized with the corresponding biotinylated antibody coupled to streptavidin-peroxidase complex (Vector Labs). The goat anti-mouse polyclonal antibodies for immunoglobulin heavy chains IgA, IgM, IgG, and kappa or lambda light chains were all conjugated to horseradish peroxidase and obtained from Southern Biotechnology. All antibodies, conditions, and reactivities were tested in positive control slides. Apoptag assay (Chemicon) was performed on tissue slides according to the manufacturer's protocols.

### Cytospin Preparation, Immunofluorescence, and Transmission Electron Microscopy

Cytospin slides were prepared using a cytocentrifuge (Thermo Shandon), fixed 2 min at RT in acetone:methanol (1:1), and stained using anti-mouse XBP-1 rabbit polyclonal antibody as a primary antibody followed by visualization with fluorescein anti-rabbit IgG or directly labeled using fluorescein anti-mouse IgG (both from Vector Labs). Immunofluorescence was performed on murine kidney samples using fluorescein (FITC)-conjugated goat antibodies against mouse immunoglobulins IgA, IgG, IgM, kappa light chain, and lambda light chain (Southern Biotechnology). For kidney immunofluorescence, tissue sections were fixed in glutaraldehyde and processed using fluorescein-conjugated goat anti-mouse antibodies for immunoglobulin heavy chains IgA, IgM, IgG, and light chains kappa or lambda from Southern Biotechnologies. Transmission electron microscopy of murine kidney samples was performed using standard procedures after fixation in Karnovsky's media.

### Flow Cytometry

Red blood cells were removed from single-cell suspensions from spleens, thymuses, and bone marrow by ammonium chloride treatment (Sigma). Cells were then washed in 3% BSA in PBS and stained for 30 min on ice with a combination of the following antibodies: B220-FITC, B220-PE, CD3-PE, CD138-PE, CD8-FITC, CD4-PE, CD21-FITC, CD43-FITC (BD Biosciences), IgD-FITC, IgM-APC, and CD23-PE (eBioscience). Cells were washed twice and analyzed on a FACScalibur machine (Becton Dickinson) using cell Quest software (Becton Dickinson). An average of 10^5^ cells was recorded in each case.

### In Vitro Proliferation

B220^+^cells (2 × 10^5^) were plated in triplicate in 96-well plates before stimulation with LPS (10 μg/ml, Sigma), anti-mouse CD40 (1 μg/ml, BD Pharmigen), anti-IgM (10 μg/ml, BD Pharmigen), or CD40 and anti-IgM. After 16 hr of stimulation, the cells were pulsed with [^3^H]thymidine for the final 16 hr of growth before thymidine incorporation was measured by a scintillation counter. Results are expressed as mean ± SD of triplicate cultures. Similar results were obtained in three independent experiments.

### Clonality and Hypermutation Analysis

Southern analysis for clonotypic *IgH* rearrangements and hypermutation analysis of the 3′ JH4 region of rearranged variable (V) genes were performed as described previously (Carrasco et al., 2006; McDonald et al., 2003).

### Western Blots

Whole-cell extracts from B220^+^ splenocytes single- or snap-frozen tissues were prepared, electroblotted onto PVDF membranes (Amersham), and probed with primary antibodies according to standard procedures. The anti-mouse XBP-1 rabbit polyclonal antibody (M-186), anti-β-actin-HRP (C-11), c-FOS (4-10G), and anti-GFP (B-2) antibodies were from Santa Cruz. Cyclin D1 (DCS6), c-JUN (60A8), and caspase-3 (8G10) antibodies were obtained from Cell Signaling; MCL1 (Rockland), PAX5 (Chemicon), and BCL2 (3F11) antibodies from BD Biosciences were also used. Following incubation with horseradish peroxidase-conjugated goat anti-rabbit or anti-mouse secondary antibody (Pierce), bound immunoglobulins were detected using ECL detection solutions (Pierce). For consecutive staining with different antisera, membranes were stripped with Restore western blot stripping buffer (Pierce). Anti-β-actin immunoreactivity is included as a loading control.

### Chemokine, Immunoglobulin, and Paraprotein Determination

Serum chemokine and immunoglobulin concentrations were measured by ELISA using the Beadlyte mouse multicytokine detection system from Upstate. Elevated levels of IL-6 were confirmed using the Quantikine immunoassay from R&D Systems. All samples were analyzed in triplicate. Paraproteins (M spikes, extra gradients) were detected using Paragon SPE electrophoresis kit (Beckman Coulter Inc).

### Microarray Data

The raw data for expression profiling and the CEL files are available at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE6980.

## Figures and Tables

**Figure 1:**
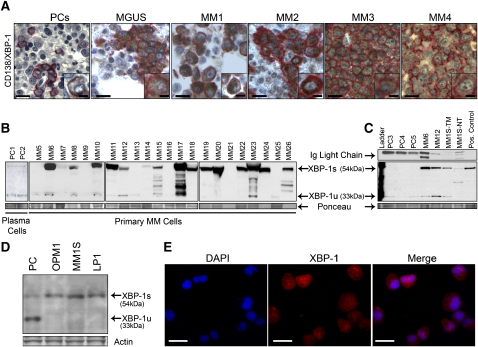
Predominance of the Spliced Form of XBP-1 over the Unspliced Form in MM Primary Tumors (A) Immunohistochemical analysis for XBP-1 expression was performed on bone marrow tissue microarrays from healthy (PCs) donors (n = 10) and MGUS (n = 20) and MM (n = 70) patients. Representative results are shown. CD138 is stained in red, and XBP-1 is stained in brown. Scale bars, 50 μm (10 μm in insets). (B) Plasma cells were isolated from the bone marrow of healthy donors (lanes 1 and 2) and MM primary tumors (lanes 3–24) using CD138 magnetic beads, and total protein extract (40 μg per lane) was subjected to western blot analysis using anti-XBP-1 antibodies. (C)Total protein extract (20 μg) from CD138 purified normal plasma cells (PC), MM primary tumors (MM), the MM1S MM cell line treated with 10 μg/ml of Tunicamycin (TM) and untreated (NT) for 4 hr, and 293T cells lentivirally infected with XBP-1s (Pos. Control) were electrophoresed and subjected to western blot analysis using XBP-1 antibodies. Protein loading was assessed by Ponceau staining and Ig light-chain immunostaining. (D) Total protein extracts (40 μg per lane) from CD138-purified normal plasma cells (PC) and MM cell lines were subjected to western blot analysis using XBP-1 antibodies. (E) Immunofluorescence analysis of XBP-1 expression on MM1S cell line. Scale bars, 50 μm.

**Figure 2:**
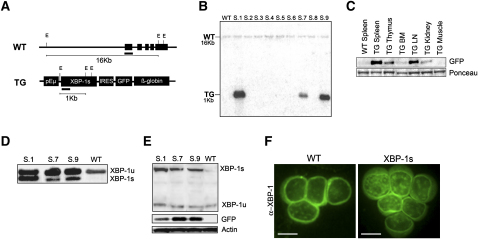
Generation and Characterization of *Eμ-xbp-1s* Transgenic Mice (A) Transgenic construct. The *xbp-1s* cDNA encoding the spliced form of mouse XBP-1 was cloned downstream of the immunoglobulin V_H_ promoter and Eμ enhancer (pEμ) elements. In addition to expressing XBP-1s, the transgene also encodes a farnesylated eGFP coding sequence behind an IRES element. (B) Southern blot genotyping of *Eμ-xbp-1s* transgenic mice was done on EcoRI-digested genomic tail DNA and hybridized with a radiolabeled probe encoding 5′ sequences from the mouse *xbp-1s* cDNA. Note genomic *xbp-1* sequences (WT) as well as transgenic sequences (TG). Only three of nine founders are shown. (C) High levels of transgene expression in spleen, lymph nodes, and thymus as evaluated by eGFP western blot analysis on total organ protein extracts isolated from 6-week-old control and transgenic mice. (D) RT-PCR analysis using mRNA from purified mouse B cells from *Eμ-xbp-1s* transgenic (S.1, S.7, S.9) and control (WT) mice. The 171 bp and 145 bp DNA fragments correspond to unspliced and spliced *xbp-1* mRNAs, respectively. (E) Western blot analysis of *Eμ-xbp-1s* transgenic (S.1, S.7, and S.9) and control (WT) splenic B220^+^ B cells. (F) Immunofluorescence staining of control (WT) and *Eμ-xbp-1s* transgenic splenic B cells. Scale bars, 10 μm. The genomic DNA, mRNA, and protein extracts were isolated from 6-week-old transgenic and control littermates.

**Figure 3:**
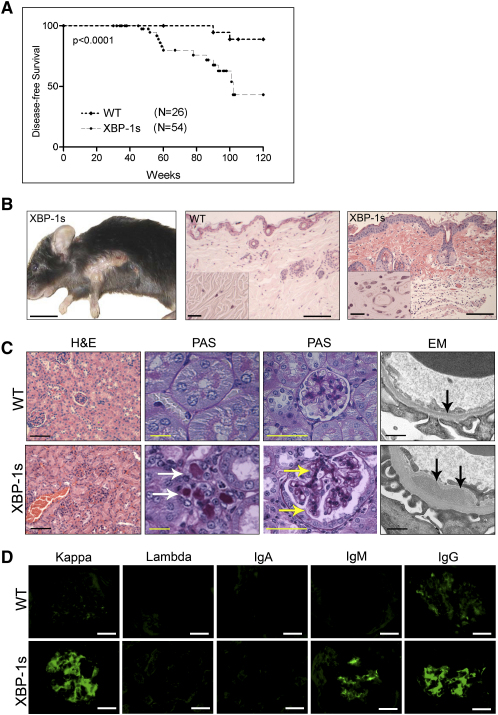
Survival, Skin, and Renal Alterations in *Eμ-xbp-1s* Transgenic Mice (A) Disease-free survival (lack of skin alterations) in *Eμ-xbp-1s* transgenic mice. Statistically significant differences (p < 0.0001) were detected between *Eμ-xbp-1s* transgenic and control littermates. (B) Skin alterations in *Eμ-xbp-1s* transgenic mice. Note loss of hair and skin thickening in axillary region. Histological H&E sections showing dermal changes in *Eμ-xbp-1s* transgenic mice. Note epidermal thickening, dermal fibrosis, and vascular proliferation (insets). Scale bars, 1.0 cm (left panel), 50 μm (middle and left panels), and 20 μm (insets). (C) Renal tissue sections from 40-week-old control (WT) and *Eμ-xbp-1s* transgenic mice were stained with H&E, PAS, or subjected to electron microscopic analysis (EM). White arrows, tubular protein deposition; yellow arrows, mesangial protein deposition; black arrows, subendothelial deposits. Scale bars, 50 μm (H&E), 20 μm (PAS), 0.1 μm (EM). (D) Glomerular immunoglobulin deposition. Serial frozen renal sections from control (WT) and *Eμ-xbp-1s* tissue sections were analyzed by immunofluorescence using specific antibodies for mouse immunoglobulin kappa and lambda light chains, as well as IgA, IgG, and IgM heavy chains. Scale bars, 20 μm.

**Figure 4:**
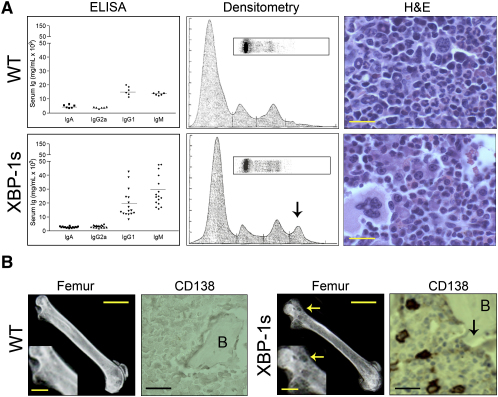
Hypergammaglobulinemia, Bone Marrow Plasmacytic Infiltrates, and Bone Lytic Lesions in *Eμ-xbp-1s* Transgenic Mice (A) Marked elevation of serum immunoglobulin levels in *Eμ-xbp-1s* transgenic mice. Serum plasma from control (WT) and *Eμ-xbp-1s* transgenic mice were measured by ELISA, protein serum electrophoresis, and densitometry. Note the presence of M spike (arrow) in *Eμ-xbp-1s* transgenic mice. Representative bone marrow biopsies from control and *Eμ-xbp-1s* transgenic mice were analyzed by light microscopy (H&E) to reveal increased plasma-cell infiltrates in the marrow of *Eμ-xbp-1s* transgenic mice. (B) Bone lytic lesions in *Eμ-xbp-1s* transgenic mice. Femurs from control (WT) and *Eμ-xbp-1s* transgenic mice were dissected to detect the presence of bone lytic lesions by X-ray (white arrows) and immunohistochemical analysis (black arrow). B, cortical bone. Scale bars 20 μm (upper panel), 0.5 cm (lower panels, femur), 0.25 cm (insets), 50 μm (CD138).

**Figure 5:**
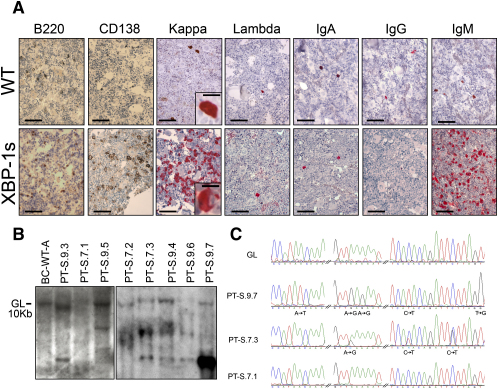
Evidence of Clonality and Hypermutation of Expressed Ig Genes in *Eμ-xbp-1s* Transgenic Mice (A) IHC analysis of plasma-cell clonality from bone marrow biopsies. Scale bars, 50 μm (10 μm in insets). (B) Southern blot analysis for clonotypic immunoglobulin heavy-chain rearrangement in *Eμ-xbp-1s* myeloma tumors. High-molecular-weight DNA was isolated from snap-frozen control or myeloma marrows, digested with EcoRI restriction enzyme, and hybridized with a  1.9 BamHI-EcoRI genomic probe fragment downstream and adjacent to the mouse heavy-chain locus JH segment. GL denotes the germline band. (C) DNA sequence chromatograms of PCR products detect mutations in the 3′ JH4 region of rearranged variable (V) genes in *Eμ-xbp-1s* tumors.

**Figure 6:**
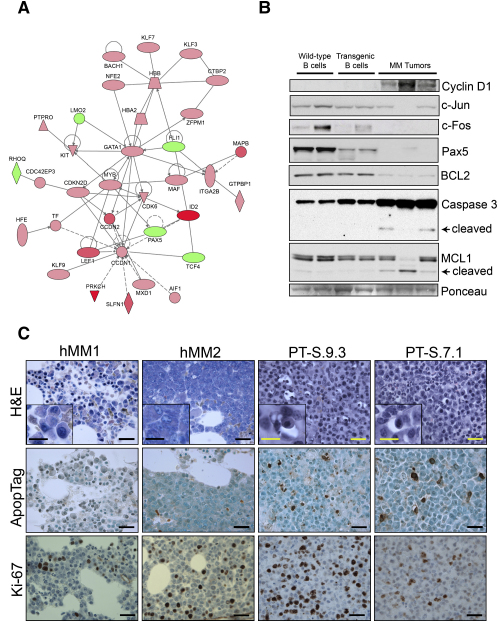
Altered Gene Expression of *Eμ-xbp-1s* B Cells and Tumor Plasma Cells and Increased Apoptosis of Tumor Plasma Cells (A) Ingenuity analysis showing altered expression of Cyclin D1 and c-MAF in myeloma tumors. In red are significantly overexpressed genes and in green are downregulated genes. Color intensity is proportional to the SAM score (Tusher et al., 2001). (B) Western blot analysis showing activation of caspase-3, as well as decreased c-JUN, c-FOS, MCL1, and BCL2 in transgenic B cells and MM tumors as compared to wild-type samples. (C) IHC showing increased apoptosis (Apoptag) and proliferation index (Ki-67) in *Eμ-xbp-1s* myeloma primary mouse tumors (PT) as compared with human myeloma tumors (hMM). Scale bars, 50 μm (20 μm in insets).

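Of the genes shown as overexpressed in Fig. 6A, 26 could be tested in each comparison with nontransgenic B cells, without Hba-a2 in Eμ-xbp-1s B cells and without Nfe2 in MM. In Eμ-xbp-1s B cells all 26 were in the higher direction and 16 of them passed the test, 6 of them in a fit of all 3 groups. In Eμ-xbp-1s MM 22 of 26 were in the higher direction and 5 passed, Id2, Ctbp2, Maf, Klf9 and Kit, and those in the lower direction, Klf3, Hba-a2, Gtpbp1 and Ccnd2, did not pass. The paper chose these genes from these arrays, so the counts are not independent evidence. The names were read from the figure by eye, which leaves the globin genes uncertain, and the legend of the figure names myeloma tumors while the paper's text cites it for Eμ-xbp-1s B cells, so which samples it shows is open. Lef1, a transcription factor of lymphoid precursors and T cells, rose at least 8.62-fold in Eμ-xbp-1s B cells, from 53.9 ± 13.0 to 484 ± 122 (SD, n = 5 each), and was at 91.6 ± 47.3 (SD, n = 6) in MM. Prkch, a protein kinase C of T cells, rose 12.1-fold in Eμ-xbp-1s B cells, from 65.0 ± 11.4 to 779 ± 101. Id2, an inhibitor of helix-loop-helix transcription factors, rose 4.65-fold in Eμ-xbp-1s B cells and 4.32-fold in MM, from 199.5 ± 42.9 in nontransgenic B cells to 918 ± 124 and 872 ± 226. Ctbp2, a transcriptional corepressor, rose 3.30-fold in MM, to 209.7 ± 81.2. Of the 5 genes shown as downregulated, all were in the lower direction in both comparisons; in MM 2 passed, Pax5, which maintains B cell identity, from 366 ± 110.2 to 71.8 ± 30.8, and Fli1, an ETS factor. In Eμ-xbp-1s B cells limma called none of the 5, and 3 were lower at an unadjusted p under 0.05. The log2 fold changes in MM from limma were 2.11 for Id2 (standard error 0.21, adjusted p = 5.26e-05), 1.72 for Ctbp2 (standard error 0.22, adjusted p = 0.000267) and -2.30 for Pax5 (standard error 0.26, adjusted p = 0.000132). In Eμ-xbp-1s B cells that of Lef1 was at least 3.11 (standard error 0.19, adjusted p = 8.82e-07) and that of Prkch 3.59 (standard error 0.15, adjusted p = 7.21e-08), and that of Pax5 -1.22 (adjusted p = 0.0387), which passed with the replicate number as a block (adjusted p = 0.000906). Beside the erythroid genes of the figure, Alas2 rose in Eμ-xbp-1s B cells from 45.7 ± 23.2 to 1142 ± 1625, with replicate 3 at 4044.6 against 329.1 to 558.8 on the others and a mean of 416 without it (adjusted p = 0.00239), a call that ended in a fit of all 3 groups (adjusted p = 0.245), with no filter on low values (0.0111), with a floor of 100 (0.0186) and without replicates 1 and 2 of both groups (0.0105). In MM the calls of Kit (adjusted p = 0.00997) and Klf9 ended without any 1 of the nontransgenic arrays (adjusted p up to 0.0267 and 0.0209) and with no filter on low values (0.0202 and 0.0149), and that of Maf without nontransgenic replicate 1, 3, 4 or 5 and with no filter on low values (0.0101), so that 2 or 3 of the 5 were left; under 10 other settings, SAM, a fit of all 3 groups and array weights among them, 8 to 15 passed. Kit also ended without any 1 of MM replicates 1 to 5, and Klf9 without MM replicate 5 or 6. In MM the call of Fli1 ended without any 1 of the nontransgenic arrays (adjusted p up to 0.0139) and without MM replicates 4 and 5 (0.0166), and with a floor of 100 Ctbp2 had a log2 fold change of 1.00. Of the tested probe sets, 1 of 2 of Prkch passed in Eμ-xbp-1s B cells (adjusted p = 0.0108 for the other), and 2 of 5 of Klf9 and 2 of 5 of Maf in MM.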

How the deposited data were processed for this re-analysis (not part of the article)

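Gene expression was measured on Affymetrix mouse arrays in 3 groups: B220-positive splenic B cells of 5 nontransgenic mice, those of 5 Eμ-xbp-1s mice, and 6 Eμ-xbp-1s MM samples. The groups and replicate numbers were taken from the sample labels and the paper's text. For the B cells, the paper's methods describe magnetic beads against B220 and total RNA. The deposited values are 1 intensity per probe set and array, on a linear scale. The authors normalized all arrays in dChip to a baseline array of overall median intensity and computed model-based expression from perfect match and mismatch probes. The lowest value in the table is 1, at which 0.764% of the values stand. The presence calls that the paper's methods use as a filter were not used here. The platform annotation gives 1 gene for 34958 of the 45101 probe sets, of which 34754 were matched to current symbols by their gene identifier, and several genes for 932. A further 9211 are not listed in it and stay unnamed, and no gene was named from a probe set with several. The 64 controls, which these counts include, were left out of the tests, which left 45037. In all, 18194 genes are named. A gene is shown by its probe set with the highest mean over the 16 arrays, and where the tested probe sets of a described gene differ in their call, the number past the test is given. Values under 50 were set to 50, and probe sets above 100 on more than 20% of the arrays of a comparison were tested on the log2 scale with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, each pair of groups in its own fit), with Benjamini-Hochberg adjustment and a threshold of 0.01. No further normalization between arrays was applied. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Of 39 gene lists of pathways, cell types and genes named in the paper, those other than 3 lists of names taken from the paper's text and Fig. 6, with at least 5 tested genes (33 lists in Eμ-xbp-1s against nontransgenic B cells and 34 in each comparison of MM), entered camera with a preset correlation of 0.01 between genes, again with an estimated correlation, and fry, adjusted over the lists of a comparison, with a threshold of 0.05. Unless an estimated correlation is named, a list's p is that of camera with the preset correlation. Counts adjusted over the list alone use the threshold of 0.01. The rule for the genes named was fixed with the tests: the genes named in the paper's text, Fig. 6A and Fig. 6B, the 10 genes with the largest changes in each direction per comparison among those past the threshold whose groups do not overlap (immunoglobulin segments excepted), and up to 4 changed members of each list. Of these, the text describes those behind each conclusion. Each test was tested on simulated data built from the real means and spreads, with 200 probe sets changed, and limma made 1, 2 and 0 false calls in Eμ-xbp-1s against nontransgenic B cells, MM against Eμ-xbp-1s B cells and MM against nontransgenic B cells. The number of arrays limits the precision, and no depth applies to arrays. The replicate numbers of the labels recur in every group. Nothing in the sources used here says that a number marks a shared litter or day. The deviations of same-numbered nontransgenic and Eμ-xbp-1s B cell arrays from their group means correlated across probe sets at 0.498, 0.519, 0.21, 0.171 and 0.496, all above 0.1, so the numbers were taken as pairs by a rule on these correlations, and the blocked value is given where it changes a call or a count of calls in that comparison. Replicate 2 alone correlated best with its own number. The alternatives were floors of 16 and 100, a pseudocount of 50, no filter on low values, 2 readings of the paper's criterion on the standard deviation, quantile normalization, median scaling, SAM with 100 permutations at an FDR of 1%, limma with trend and robust variance, an adjusted p under 0.05, all 3 groups in a single fit, array weights, the replicate block, the mean of a gene's probe sets, other list tests, and each array left out in turn. Tnfsf13 was not analysed here.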

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

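The tests of Il6ra against the neutrophil genes, of Il6ra and Il6st against the T cell genes and of the stromal against the endothelial genes were chosen after the results were seen; the others in this part were planned.

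Single arrays lay far from the rest of their group in 10 of 125 groups of values, by the gap to the nearest array over the group's range, both taken on log2 intensities; the levels below are intensities. The values past Dixon's critical value (0.71 for 5 arrays, lower for 6) are given, and chance gives about 1 in 20 groups. Groups with more than 1 array at the floor were left out of this check after a first run that included them. Il6st was lowest on MM replicate 6, at 89.9 against 341 to 597 on the others (ratio 0.705). Cebpa was lowest on replicate 3 both in nontransgenic B cells, at 57.4 against 78.1 to 80.0 (0.928), and in Eμ-xbp-1s B cells, at 124 against 163 to 179 (0.742). Cebpd was highest on MM replicate 4, at 510.3 against 173 to 239 (0.699). Fos was lowest on nontransgenic replicate 2, at 264 against 1097 to 1507 (0.817). Jun was lowest on Eμ-xbp-1s B cell replicate 4, at 177 against 396 to 428 (0.911). Ccnb2 was highest on Eμ-xbp-1s B cell replicate 5, at 296 against 141 to 165 (0.79). Mbtps2, a protease of the ATF6 pathway, was lowest on Eμ-xbp-1s B cell replicate 3, at 121 against 187 to 212 (0.775). The mean log2 intensity of the neutrophil genes was highest on Eμ-xbp-1s B cell replicate 5, at 9.95 against 8.38 to 8.71 (0.787), and that of the erythroid genes on nontransgenic replicate 2, at 7.06 against 6.72 to 6.81 (0.718). In gene groups that the paper does not discuss, 13 T cell genes and 9 NK cell genes rose in Eμ-xbp-1s B cells, and 7 genes of stroma and bone rose in MM over Eμ-xbp-1s B cells and 12 over nontransgenic B cells.

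The CEBP genes and their targets rose in Eμ-xbp-1s B cells together with the neutrophil genes, whose median log2 fold change was 2.249. Neutrophils or monocytes in the B220 magnetic bead fraction, which that sort should remove, are therefore a candidate explanation for this part of the IL-6 group. S100a8 and S100a9 reached means of 4919.9 and 4523 there, Mmp8 is in both lists and Alox5 could not be tested. Of the Eμ-xbp-1s arrays replicate 5 had the highest mean both of the neutrophil genes and of the IL-6 group (8.49 on the log2 scale). Mmp8 (726.9), Litaf and Ifitm3 were highest on that array. Cebpb (608.3) and Cebpd (138.6) lay below replicate 4 (777 and 177.5), Cebpa was level with replicate 1 (179.1 and 177.3), and Il6ra and Il6st were lowest on replicate 5. The single arrays therefore do not show the CEBP genes following the neutrophil genes. For Il6ra the tables argue against neutrophils, because on MM replicates 4 and 5, whose S100a8 lies above that of every Eμ-xbp-1s B cell array, Il6ra was at most 69.9, below the lowest Eμ-xbp-1s B cell array (194). T cells in the fraction stay open for Il6ra and Il6st, since the T cell genes rose by a median of 2.157 with Cd3d and Thy1 above 1000 on average and both receptor chains can be expressed by T cells, and a change in the transgenic B cells themselves, which the design names, also stays open.

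Of the genes shown in Fig. 6A and grouped here as erythroid, Nfe2 rose in Eμ-xbp-1s B cells, a call that ended without any 1 of the nontransgenic arrays. Gata1 (adjusted p = 0.0162), Zfpm1 (0.0325) and Itga2b (0.023), the last a gene of megakaryocytes and platelets, were in the higher direction without passing. Hba-a2, too low to be tested, averaged 86.6 in nontransgenic and 45.8 in Eμ-xbp-1s B cells. Of 17 tested erythroid genes other than the beta-globins, 4 rose in Eμ-xbp-1s B cells, with a median log2 fold change of 1.338. The transgene carries a part of the human beta-globin gene, whose reading by globin probe sets would not cover those genes. For the globins, a reading of that part by mouse globin probe sets cannot be told apart from an expression change, because no alpha-globin probe set could be tested in this comparison, and Hbb-b2 had a log2 fold change of 0.6712 on its brightest probe set and at least 3.18 on the other, whose nontransgenic mean of 20.5 lies under the floor, neither past the test (adjusted p = 0.595 and 0.0102). Erythroid precursors in the B220 fraction are a candidate explanation, with a list test of adjusted p = 1.345e-08 (0.191 with an estimated correlation), and with Alas2 and Car1, which Fig. 6A does not show, higher. Gata1, Nfe2 and globins of that list are in Fig. 6A, so the list is not independent of it. Of 11 tested genes of megakaryocytes and platelets 4 also rose (list camera adjusted p = 7.10e-09, and 0.0566 with an estimated correlation). Cells of that lineage were not told apart from erythroid precursors. Expression in the transgenic B cells themselves was not tested.

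Genes of stroma and bone rose in MM, and the paper's text names no sort of the tumors. Stromal and endothelial cells in the tumor RNA may account for this, since the endothelial genes had a median log2 fold change of 0.7306 (camera adjusted p = 8.91e-05, and 0.305 with an estimated correlation), with Bgn, Sparc and Cxcl12 above 1000 on average. The 2 lists share no gene and the paper picked none of their genes. It cannot be told apart from expression by the MM cells, because the endothelial call is lost with an estimated correlation, and on MM replicate 6 the endothelial genes had a mean log2 intensity of 6.61, within the 6.54 to 6.66 of Eμ-xbp-1s B cells, while the stromal genes had one of 8.45.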

How the results depend on the processing

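The settings that leave out several replicates (1 and 2, or 3 to 5, of both B cell groups, and MM replicates 4 and 5, or 4 to 6) were chosen after the data were seen, and the other tests were planned. Of the values of called genes under the alternatives, 1773 of 1973 kept direction and side of the threshold in Eμ-xbp-1s against nontransgenic B cells, 1349 of 1617 in MM against Eμ-xbp-1s B cells and 2596 of 3022 in MM against nontransgenic B cells, and of called lists 256 of 270, 202 of 228 and 299 of 342. Of genes not called, 2226 of 2291, 3153 of 3389 and 1654 of 1820 stayed so, and of lists not called 311 of 323, 399 of 418 and 276 of 304. On all arrays the erythroid and megakaryocyte lists were not called in MM against Eμ-xbp-1s B cells (camera adjusted p = 0.631 and 0.795). They were called as lower without MM replicates 4 and 5 (signed log10 of the adjusted p -5.459 and -4.492). The same held without replicates 4 to 6 (-5.624 and -5.13). These genes are high on MM replicates 4 and 5 and not on 6. Counts that moved by over 1.5 times follow; the cause was not tested. The 567 probe sets higher in Eμ-xbp-1s B cells became 1292 with SAM, 1023 at an adjusted p under 0.05, 199 in a fit of all 3 groups, 1329 with array weights and 1114 without replicates 3 to 5. The 99 lower became 42 and 60 with a filter on the standard deviation over the mean and on that of log2 values, 338 with SAM, 6 with SAM and the first filter, 387 at 0.05, 18 with 3 groups, 580 with weights, 262 without replicates 1 and 2 and 415 without 3 to 5. The 285 higher in MM than in Eμ-xbp-1s B cells became 146 with a floor of 100, 936 with SAM, 187 with SAM and the filter, 958 at 0.05, 789 with 3 groups, 2224 with weights and 979 without MM replicates 4 to 6. The 423 lower became 1531 with SAM, 1394 at 0.05, 1156 with 3 groups, 2314 with weights and 272 without MM replicates 4 and 5. Against nontransgenic B cells, 864 probe sets were higher and 1236 lower in MM; the 864 became 517 with a floor of 100, 2043 with SAM, 1308 with SAM and the filter, 1916 at 0.05, 3060 with weights and 2770 without MM replicates 4 to 6, and the 1236 became 3197 with SAM, 1943 with SAM and the filter, 2724 at 0.05 and 2471 with weights. With 1 array left out, the higher and lower counts ran from 417 to 668 and from 35 to 107 in Eμ-xbp-1s against nontransgenic B cells, from 98 to 470 and from 136 to 737 in MM against Eμ-xbp-1s B cells, and from 415 to 1335 and from 640 to 1785 in MM against nontransgenic B cells. In the last comparison the counts past 1.5 times were 415, 444, 498, 451 and 425 higher and 656, 649, 755, 640 and 698 lower without nontransgenic replicates 1 to 5, and 1335 higher without MM replicate 6; in the others they were the lower counts without any nontransgenic array or Eμ-xbp-1s B cell replicate 4 or 5, the higher counts without any Eμ-xbp-1s B cell array or MM replicate 1, 2, 4 or 6, and the lower counts without Eμ-xbp-1s B cell replicate 1, 2, 4 or 5 or any of MM replicates 1 to 5. With the replicate block 159 probe sets were lower in Eμ-xbp-1s B cells; Car2 (adjusted p = 0.0111) and Klre1 (0.0125) were lost and Cdc42ep3 (0.00362), Oasl2 (0.00282), Pax5 and Zfpm1 (0.00314) gained, and it changed no other call of a named gene or list there. Same-numbered MM and B cell arrays share only a number: their deviations correlated at 0.446, 0.403, -0.272, 0.0429 and 0.202 with Eμ-xbp-1s B cells and at 0.165, 0.32, -0.257, 0.0259 and 0.164 with nontransgenic B cells, not every array correlated best with its own number, and the block, a fit that also lacks MM replicate 6 for want of a partner, gave 120 probe sets lower than in Eμ-xbp-1s B cells and 807 lower than in nontransgenic B cells, against 416 and 1275 without MM replicate 6 and no block. With an estimated correlation the calls of the T cell, NK cell and IL-6 lists in Eμ-xbp-1s B cells and of stroma and bone in MM held, and those of the other called lists ended. With the replicate block, 248 probe sets were higher in MM than in Eμ-xbp-1s B cells, against 470 without MM replicate 6 and no block. The low ends of all groups stand near background, so the size of a change against the floor is not exact.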

Differences from the paper's values

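The alternatives named in this part were set before the data were examined, except those that leave out several replicates, which were chosen after seeing the values. The paper counts genes and the values here are probe sets, at a limma adjusted p under 0.01 against the paper's FDR of 1% from SAM, with the paper's filters on presence calls and on a standard deviation above 0.3 left out. The scale of that standard deviation is not stated in the paper, and 2 readings of it were run as alternatives.

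For Eμ-xbp-1s against nontransgenic B cells the paper's total is 1119 differentially expressed genes, against 666 probe sets here. The total lay within 1.5 times of the paper's with SAM at an FDR of 1% (1630), the test that the paper names, at an adjusted p under 0.05 (1410), with the replicate block (810) and without Eμ-xbp-1s replicate 3 (757), and it stayed outside under every other alternative set before the data were examined, among them SAM with the filter on the standard deviation over the mean (646). The paper's count of upregulated genes is 808; the 567 probe sets here lay within 1.5 times of it, as did SAM with that filter (640), whereas SAM (1292), a floor of 100 (443), either filter on variation with limma (479 and 532), a fit of all 3 groups (199), array weights (1329) and 8 of the 10 fits without 1 array (417 to 536) did not. The paper's count of downregulated genes is 311, against 99 probe sets here. SAM (338) and an adjusted p under 0.05 (387) came within 1.5 times of it, and the other planned ones did not, SAM with the filter giving 6. Both counts also came within 1.5 times under 2 settings chosen after seeing the values: without replicates 1 and 2 of both groups (756 in all, 262 lower), which does not call 21 of the 43 genes that the paper's text or Fig. 6A calls in this comparison, and without replicates 3 to 5 (1529 in all, 415 lower), which does not call 16 of them, against 19 not called by limma on all arrays and 12 by SAM. For MM against Eμ-xbp-1s B cells the paper gives 708 overexpressed genes, against 285 probe sets here. SAM (936), an adjusted p under 0.05 (958) and a fit of all 3 groups (789) came within 1.5 times, and the other planned ones did not, SAM with the filter giving 187. Without MM replicates 4 to 6, a setting chosen after seeing the values, the count was 979, and 3 of the 11 genes that the paper calls here were not called, against 4 on all arrays. The paper's count of downregulated genes there is 1784, against 423 here, and SAM (1531), an adjusted p under 0.05 (1394) and array weights (2314) came within 1.5 times, and the others did not, SAM with the filter giving 329.

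Of the genes to which the paper's text gives a direction, 11 of 11 tested were in the stated higher direction in Eμ-xbp-1s B cells and 10 passed the test, and 2 of 2 were in the lower direction without passing. Of 6 that the paper gives as higher in both Eμ-xbp-1s B cells and MM, 6 were higher than in nontransgenic B cells in MM and 4 passed. For MM over Eμ-xbp-1s B cells 8 of 9 were in the stated direction and 7 passed. Tnfsf13b (BAFF), which the paper gives as upregulated in the tumors, had a log2 fold change of -0.07 (adjusted p = 0.806) on its only tested probe set. No alternative called it. Of 2 other probe sets, too low to be tested, 1 averaged 33.4 in Eμ-xbp-1s B cells and 76.7 in MM. The other averaged 18.4 and 16.3. The paper gives Mcl1 and Bcl2 as lower in the tumors and shows less of both proteins by western blot (Fig. 6B). In RNA, neither passed against Eμ-xbp-1s B cells on its brightest probe set. No alternative called Mcl1 there on its brightest probe set. Of its 6 probe sets, all in the lower direction, none passed and 3 had an adjusted p under 0.05 (0.0163 to 0.0197), whereas Bcl2 passed with the mean of its probe sets, in a fit of all 3 groups, with SAM with and without the filter on the standard deviation over the mean, at an adjusted p under 0.05 and with array weights. Against nontransgenic B cells 3 of 6 probe sets of Mcl1 and 2 of 5 of Bcl2 were lower; the brightest probe set of Mcl1 passed after quantile normalization, with array weights and without MM replicates 4 to 6, and that of Bcl2 with SAM and the filter. Ccnd2, given as higher in Eμ-xbp-1s B cells, passed with SAM, array weights, the mean of its probe sets and without replicates 3 to 5 of both groups. Fos, given as lower in Eμ-xbp-1s B cells and in MM, passed in Eμ-xbp-1s B cells with either filter on variation, SAM with and without the filter, an adjusted p under 0.05, array weights, and without nontransgenic replicate 2, Eμ-xbp-1s replicate 5 or replicates 3 to 5 of both groups. In MM it passed with the filter on the standard deviation over the mean (adjusted p = 0.00994), SAM with and without it, an adjusted p under 0.05, array weights, and without MM replicate 5, replicates 4 and 5 or replicates 4 to 6. Jun passed as lower in Eμ-xbp-1s B cells with the mean of its probe sets. Ccnd1 and Cebpb, given as higher in MM too, did not pass there against nontransgenic B cells. Both passed with SAM with and without the filter, at an adjusted p under 0.05, in a fit of all 3 groups, with array weights and without MM replicates 4 to 6; Ccnd1 also with either filter on variation, median scaling, and without MM replicate 4, replicate 5 or both, and Cebpb also without MM replicate 6, with or without the replicate block, which leaves that array out. Birc5, given as higher in MM, passed against Eμ-xbp-1s B cells with SAM with and without the filter, at an adjusted p under 0.05, in a fit of all 3 groups, with array weights and without MM replicate 6 or replicates 4 to 6.

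Fig. 6A shows its genes as changed in both directions. In Eμ-xbp-1s B cells 16 of 26 shown as higher passed and 0 of 5 shown as lower, and in MM 5 of 26 and 2 of 5. Some of these calls ended under the alternatives. In Eμ-xbp-1s B cells 6 of the 16 were left in a fit of all 3 groups, without Aif1, Bach1, Ccnd1, Ctbp2, Hfe, Kit, Klf9, Mxd1, Myb and Nfe2, and 11 to 13 without any 1 of the nontransgenic arrays or Eμ-xbp-1s replicate 4 or 5, where Nfe2 and Myb ended each time and Ctbp2, Hfe or Bach1 in some. Aif1, Ctbp2, Kit and Nfe2 ended with a floor of 100, Bach1, Klf9 and Myb with the mean of their probe sets, Hfe, Myb and Nfe2 with no filter on low values, Ctbp2, Myb and Nfe2 with median scaling, Myb and Nfe2 without Eμ-xbp-1s replicate 3, Myb after quantile normalization, Nfe2 with array weights, Ctbp2 with a pseudocount, limma with trend, either filter on variation and SAM with the filter, and Myb also with the filter on the standard deviation over the mean. In MM, 2 of the 5 were left without nontransgenic replicate 1, 3, 4 or 5 and with no filter on low values (Kit, Klf9 and Maf ended), and 3 without nontransgenic replicate 2 (Kit and Klf9 ended). Kit also ended with either other floor, the pseudocount, limma with trend, median scaling, quantile normalization and without any 1 of MM replicates 1 to 5, Maf without MM replicate 4, and Klf9 with the mean of its probe sets and without MM replicate 5 or 6, in the block too. Of the 2 shown as lower, Fli1 ended without any 1 of the nontransgenic arrays. In the settings chosen after seeing the values, Aif1 and Hfe ended without replicates 1 and 2 and Bach1, Ctbp2, Myb and Nfe2 without replicates 3 to 5 in Eμ-xbp-1s B cells, and Kit and Fli1 without MM replicates 4 and 5. Of those that did not pass in Eμ-xbp-1s B cells, Gata1, Itga2b, Zfpm1, Cdc42ep3 and Pax5 passed with SAM and at an adjusted p under 0.05 (Itga2b and Cdc42ep3 also with SAM and the filter); Zfpm1, Cdc42ep3 and Pax5 with the replicate block; Gata1, Itga2b and Cdkn2d with array weights; Cdc42ep3 with the mean of its probe sets and without Eμ-xbp-1s replicate 2, Itga2b without Eμ-xbp-1s replicate 5 and Cdkn2d without Eμ-xbp-1s replicate 3; and, in settings chosen after seeing the values, Gata1, Cdc42ep3 and Pax5 without replicates 1 and 2 and Itga2b, Zfpm1, Cdc42ep3, Cdkn2d and Pax5 without replicates 3 to 5. In MM, Aif1, Cdk6, Hfe, Myb, Prkch and Ptpro passed with SAM and at an adjusted p under 0.05 (all but Ptpro also with SAM and the filter); these and Cdc42ep3, Lef1 and Slfn1 with array weights; Aif1, Cdk6, Myb and Prkch in a fit of all 3 groups; Aif1, Cdk6, Myb, Prkch and Cdc42ep3 without MM replicate 6, and these and Hfe with the replicate block, which leaves that array out too; Aif1, Myb and Prkch with the filter on the standard deviation over the mean and Aif1 and Myb with that on log2 values; Aif1 and Cdk6 with median scaling, Cdk6 after quantile normalization, Slfn1 with a floor of 16, Myb with the mean of its probe sets (2 of its 3 passed, not the brightest) and Aif1 without MM replicate 5; and, in settings chosen after seeing the values, Aif1 and Lef1 without MM replicates 4 and 5 and Aif1, Cdc42ep3, Cdk6, Lef1, Myb, Prkch, Ptpro and Slfn1 without MM replicates 4 to 6.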

Other observations

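All the tests of chance in this part were planned, and the split of the arrays by replicates 1 and 2 was chosen after the data were seen.

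Some genes of platelets, red cells and progenitors rose in Eμ-xbp-1s B cells. Of 11 tested genes of megakaryocytes and platelets, 4 rose and 7 did not pass (7 rose when adjusted over the list alone). Pf4, a chemokine of platelet granules, rose 5.75-fold, from 132 ± 29.8 to 758 ± 165 (SD, n = 5 each), and Ppbp, another platelet chemokine, rose at least 11.9-fold (limma adjusted p = 4.76e-06 and 4.04e-07). Of 18 erythroid genes, 4 rose, Alas2, Car1, Car2 and Nfe2, and 14 did not pass (9 rose when adjusted over the list alone); the call of Car2 ended with the replicate block (adjusted p = 0.0111). Of 6 genes of stem and progenitor cells, 3 rose and 3 did not pass: Kit, the stem cell factor receptor, had a log2 fold change of at least 1.33, Ifitm1 one of 2.51 and Myb one of 1.04 (1 of 3 tested probe sets past the test). The camera adjusted p was 7.10e-09 for platelets and 0.0012 for progenitors, and 0.0566 and 0.0552 with an estimated correlation. Of 15 interferon response genes, 2 rose, Ifih1 and Ifit2, and 13 did not pass (camera adjusted p = 0.0322, and 0.236 with an estimated correlation), and the list did not pass without Eμ-xbp-1s replicate 5 (adjusted p = 0.106); Oasl2 rose with the replicate block (adjusted p = 0.00282). The calls of Pf4 (0.253), Ppbp (0.186), Kit (0.0261) and Myb (0.107) ended in a fit of all 3 groups.

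In MM, single genes of immunoglobulin, T cells and NK cells fell from their level in Eμ-xbp-1s B cells. Ighg3, an immunoglobulin heavy chain, fell from 3114 ± 1427 (SD, n = 5) to 302 ± 227 (SD, n = 6), the 1 of 5 tested immunoglobulin genes past the test (limma adjusted p = 0.00137; list camera adjusted p = 0.00767, and 0.278 with an estimated correlation). Igk, the kappa light chain, was at 4120.4 ± 1979 and 603 ± 745 (336.5 without MM replicate 3) and did not pass (adjusted p = 0.0162), while 1 of its 4 tested probe sets fell. Sdc1, which encodes the plasma cell marker CD138, was at 239 ± 89.8 and 177 ± 67.3 (adjusted p = 0.361), and of 15 plasma cell genes limma called none, with 1 higher and 2 lower at an unadjusted p under 0.05. Of 20 T cell genes 1 fell, Prkcq, and of 13 NK cell genes 3, Klra8, Klrd1 and Klre1 (camera adjusted p = 7.93e-06 and 0.00318, and 0.495 and 0.312 with an estimated correlation). Il6ra fell in MM from its level in Eμ-xbp-1s B cells to 95.2 ± 38.6 (adjusted p = 0.00417), a call that ended without Eμ-xbp-1s B cell replicate 1, 2, 3 or 4 or MM replicate 4 (adjusted p up to 0.0159), and 1 of 2 tested probe sets of Il6ra passed. Osmr, the oncostatin M receptor, which pairs with gp130, rose from 45.1 ± 10.2 to 277 ± 120.3 (adjusted p = 0.000466; 1 of 2 tested probe sets past the test). Against nontransgenic B cells, Fabp5, Clu and Mt1 rose in MM with log2 fold changes of 4.34, 4.24 and 4.02 (1 of 2 tested probe sets of Mt1 past the test), and the B cell genes Cxcr5 and Ccr6, receptors of chemokines, fell with -3.70 and -3.53. The calls of Prkcq (adjusted p up to 0.0304) and Klrd1 (up to 0.0194) ended without single arrays: Prkcq without any Eμ-xbp-1s B cell array or MM replicate 1, 4 or 5, and Klrd1 without Eμ-xbp-1s B cell replicate 1, 3, 4 or 5 or MM replicate 1 or 4.

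Over 100 drawn splits of the arrays into groups of the same sizes, the real grouping gave the highest of each of the 3 counts of changed probe sets. This excludes chance only where every array is taken as a separate unit, without pairs, with limits for each comparison. The real grouping of Eμ-xbp-1s and nontransgenic B cells gave 666 and was the 1 of 100 with as many, the highest other giving 6. These splits ignore the pairs of replicate numbers; the 16 splits that part every pair are too few for a share under 5%, and the highest other of them gave 0 with limma. For MM and Eμ-xbp-1s B cells the real grouping gave 708, again 1 of 100, with 378 as the highest other, and for MM and nontransgenic B cells 2100, 1 of 100, with 1048 as the highest other. These splits take each MM sample as a separate unit, and nothing in the sources used here says that they came from separate mice, so chance between mice is not excluded for MM. Replicates 1 and 2 against 3 to 5, across both B cell groups, gave 1155 changed probe sets. This split was chosen after the data were seen and its groups differ in size from the real ones. Its count therefore cannot be ranked against that of the real grouping or test for a structure of the samples beside the genotype, which stays possible. With the replicate number as a block, 651 probe sets were higher and 159 lower in Eμ-xbp-1s B cells.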
